# Genetic and cellular sensitivity of *Caenorhabditis elegans* to the chemotherapeutic agent cisplatin

**DOI:** 10.1242/dmm.033506

**Published:** 2018-06-21

**Authors:** Francisco Javier García-Rodríguez, Carmen Martínez-Fernández, David Brena, Dmytro Kukhtar, Xènia Serrat, Ernest Nadal, Mike Boxem, Sebastian Honnen, Antonio Miranda-Vizuete, Alberto Villanueva, Julián Cerón

**Keywords:** *Caenorhabditis elegans*, RNA-seq, Cisplatin

## Abstract

Cisplatin and derivatives are commonly used as chemotherapeutic agents. Although the cytotoxic action of cisplatin on cancer cells is very efficient, clinical oncologists need to deal with two major difficulties, namely the onset of resistance to the drug and the cytotoxic effect in patients. Here, we used *Caenorhabditis elegans* to investigate factors influencing the response to cisplatin in multicellular organisms. In this hermaphroditic model organism, we observed that sperm failure is a major cause of cisplatin-induced infertility. RNA sequencing data indicate that cisplatin triggers a systemic stress response, in which DAF-16/FOXO and SKN-1/NRF2, two conserved transcription factors, are key regulators. We determined that inhibition of the DNA damage-induced apoptotic pathway does not confer cisplatin protection to the animal. However, mutants for the pro-apoptotic BH3-only gene *ced-13* are sensitive to cisplatin, suggesting a protective role of the intrinsic apoptotic pathway. Finally, we demonstrated that our system can also be used to identify mutations providing resistance to cisplatin and therefore potential biomarkers of innate cisplatin-refractory patients. We show that mutants for the redox regulator *trxr-1*, ortholog of the mammalian thioredoxin reductase 1 *TRXR1*, display cisplatin resistance. By CRISPR/Cas9, we determined that such resistance relies on the presence of the single selenocysteine residue in TRXR-1.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** *Caenorhabditis* *elegans* is a valuable model to identify genetic factors influencing the animal response to the widely used chemotherapeutic agent cisplatin.

## INTRODUCTION

The US Food and Drug Administration approved the use of cisplatin [CDDP, cis-diammine-dichloroplatinum(II)] as a chemotherapeutic agent in 1978. Since then, cisplatin and other platinum-based derivatives have been used successfully in cancer treatment. To illustrate their impact in the clinic, it has been estimated that approximately half of all patients undergoing chemotherapeutic treatment receive a platinum drug (Galanski, 2006). Cisplatin exerts activity against a wide spectrum of solid neoplasms, including testicular, bladder, ovarian, head and neck, gastric and lung cancers (Dasari and Bernard Tchounwou, 2014). Strikingly, testicular cancer was previously fatal, but treatment with cisplatin provided a cure for 80% of the patients (Gonzalez-Exposito et al., 2016). Despite its effectiveness, there are patients intrinsically resistant to cisplatin-based therapies, and an important fraction of tumors eventually develop chemoresistance (Amable, 2016).

Cisplatin is composed of a double-charged platinum ion surrounded by four ligands, two amines and two chlorides. Inside cells, the low chloride concentration facilitates cisplatin aquation, replacing chloride groups by water molecules. This process produces a hydrolyzed (or aquated) form of cisplatin that is a potent electrophile (attracted to electrons) that can react with any nucleophile, including nucleic acids and the sulfhydryl groups of proteins (Kelland, 2007).

Cisplatin activity has an impact in the nucleus and in the cytoplasm. In the nucleus, cisplatin produces DNA intra- and interstrand crosslinks that lead to apoptosis (Kelland, 2007). In the cytoplasm, owing to its electrophilic activity, cisplatin behaves as an oxidant (loss of electrons results in oxidation), binding to proteins, including mitochondrial proteins, and especially to thiol groups (-SH). Thus, cisplatin produces a reactive oxygen species homeostasis imbalance that leads to more oxidizing conditions, which violate normal cellular function and, ultimately, can also promote apoptosis (Wang and Lippard, 2005). As a result of its broad and unspecific mode of action, cisplatin also affects normal cells. Nephrotoxicity, neurotoxicity and ototoxicity are some of the dose-limiting side effects reported upon cisplatin therapy (Kelland, 2007). Nevertheless, the major obstacle for the clinical efficacy of cisplatin as an anticancer drug is the chemoresistance developed by tumors rather than its toxicity in normal cells.

The acquisition of cisplatin resistance is multifactorial. The mechanisms by which tumor cells become resistant to the action of cisplatin have been classified into three types (Galluzzi et al., 2014): (1) pre-target mechanisms, i.e. reducing intracellular accumulation of cisplatin or increasing sequestration of cisplatin by nucleophilic scavengers as glutathione (GSH), metallothioneins and other cysteine-rich proteins; (2) on-target mechanisms, i.e. acquiring the ability to repair adducts or becoming tolerant to unrepaired DNA lesions; and (3) post-target mechanisms, i.e. hampering the execution of apoptosis in response to DNA damage (Siddik, 2003).

*Caenorhabditis* *elegans* is a well-established organism for the study of signaling pathways in response to drug exposure (Kaletta and Hengartner, 2006). Previous studies, performed in distinct biological contexts (Hemmingsson et al., 2010; Collis et al., 2006), have revealed the value of *C. elegans* to identify genes related to the cisplatin response (Table S1). Here, we show, for the first time, that cisplatin in *C. elegans* produces DNA adducts and a systemic response driven by two conserved transcription factors. We have uncovered a sperm-specific sensitivity to cisplatin and have demonstrated that resistance of the nematode to cisplatin relies on the presence of a single selenocystein of the thioredoxin reductase TRXR-1. Thus, this report is a more comprehensive study of the global response of *C. elegans* to cisplatin that also establishes a reliable methodology for future studies on mechanisms of resistance to cisplatin that would continue contributing to the search for new targets and markers for the benefit of cisplatin-based therapies.

## RESULTS

### A reliable assay to study the effect of cisplatin in *C. elegans*

In *C. elegans* nematodes, cisplatin produces a wide variety of phenotypes depending on the concentration, length of treatment and developmental stage of the treated animals (Tables S1 and S2). To implement a reliable methodology and systematically investigate the response of *C. elegans* to cisplatin, we established dose–response patterns during larval development, when cell divisions occur in somatic and germ cells. We exposed a synchronized population of L1 larvae on nematode growth medium (NGM) plates to different cisplatin concentrations for 96 h. We observed effects ranging from a developmental delay at 50 µg/ml to a larval arrest at 200 µg/ml (Fig. 1A). Based on this assay, we concluded that body length at 48 h post-L1, upon cisplatin exposure from 50 to 75 µg/ml, is a reliable indicator of the effect of cisplatin during *C. elegans* development (Fig. 1B). Thus, we established a methodology to investigate how distinct treatments or gene activities can influence the response of *C. elegans* to cisplatin.

**Fig. 1.**
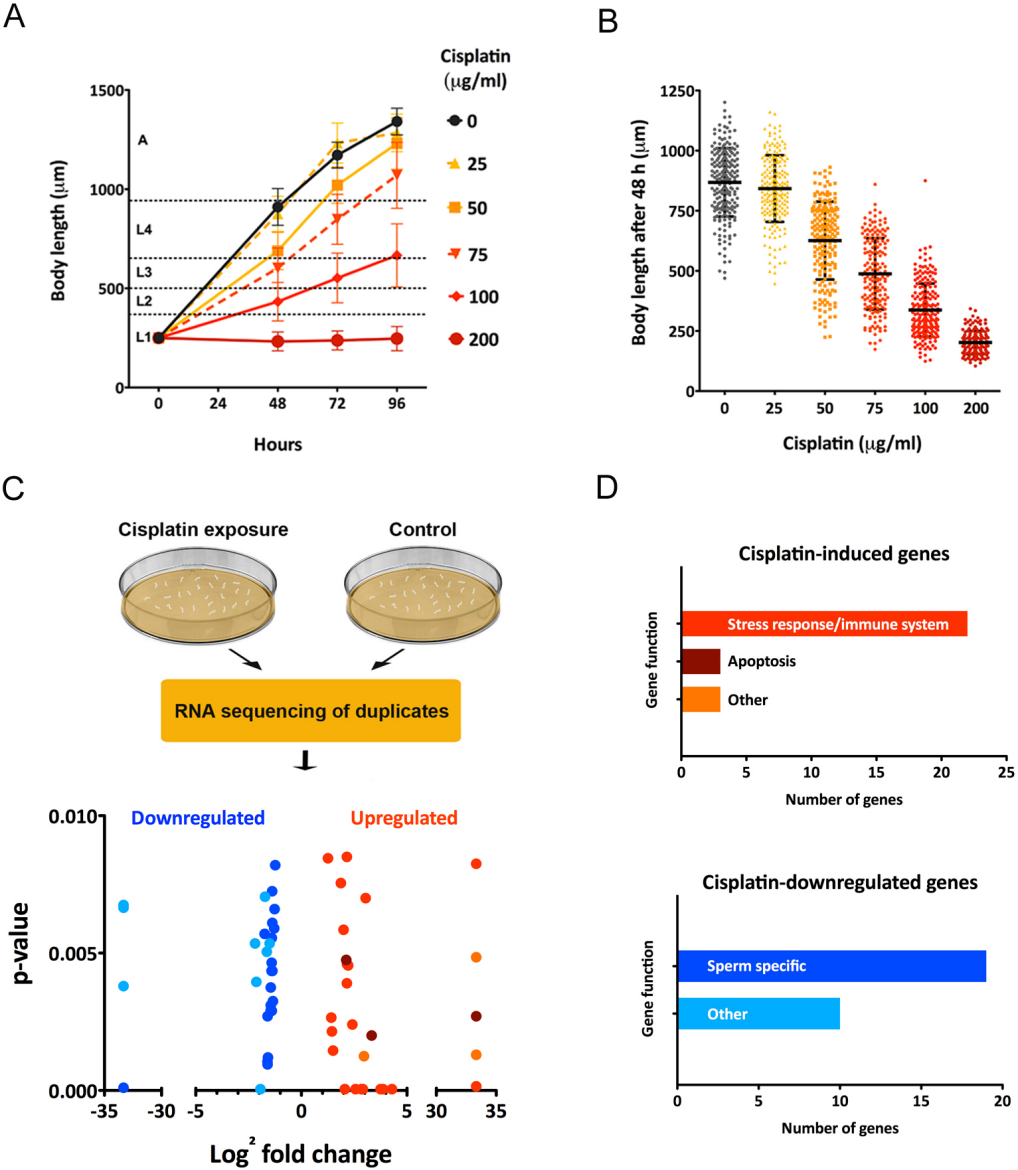
**Dose–response effect of cisplatin on *C. elegans* development and RNA-seq of animals exposed to cisplatin.** (A) Effect of distinct concentrations of cisplatin on larval development. Synchronized L1 larvae were grown on agar plates and exposed to different doses of cisplatin for 96 h at 20°C. Body length values represent mean and SD (*n*=50) of two different experiments. (B) Body length of nematodes that were grown from L1 stage exposed to different doses of cisplatin for 48 h at 20°C. Bars represent mean and SD of three independent replicates (*n*=50, *N*=3). (C) Schematic representation of transcriptomic analyses. Wild-type *C. elegans* from mixed stages were cultured with and without cisplatin (60 µg/ml) for 24 h at 20°C. Then, total mRNA of two biological replicates was purified and sequenced. Volcano plot represents genes significantly up- and downregulated (*P<*0.01) in cisplatin-treated versus untreated animals. (D) Color code represents the functional categories of up- or downregulated genes. Genes were clustered according to the gene functional classification tool DAVID and GO terms retrieved from WormBase.

### Transcriptional response of *C. elegans* to cisplatin

To explore the global response of nematodes to cisplatin, we studied transcriptional signatures in RNA sequencing (RNA-seq) experiments. We performed this new transcriptome analysis using a mixed-stage nematode population that was treated for 24 h with 60 µg/ml of cisplatin, because this dosage of cisplatin produces some phenotypes, but does not compromise the viability of the animals. To reduce the number of false positives, we used two biological replicates to compare the transcriptomes of treated and non-treated populations (Fig. 1C). 

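The transcriptomes were those of 4 libraries, 2 from mixed-stage N2 populations exposed to 60 µg/ml cisplatin for 24 h at 20°C and 2 from untreated populations, numbered 1 and 2 in each group. A mixed-stage population holds embryos, larvae and adults, so the level of a transcript reflects both its expression in a tissue and the share of animals that have that tissue. For each gene the authors deposited an FPKM value per library, made with TopHat, Cufflinks and Cuffdiff on the WBcel235 assembly, together with a single Cuffdiff comparison of cisplatin against control over both replicates. The values are not counts, and the number of reads behind a gene is not given. Read as 95% intervals of a Poisson count, the widths of the authors' confidence bounds correspond to 6.36 M fragments in each cisplatin library and to 6.64 and 6.37 M in control libraries 1 and 2, while the paper gives about 12 M reads per sample. The median FPKM was 9.25 and 12.29 with cisplatin and 6.64 and 12.7 without, for replicates 1 and 2. From these values, log2(FPKM + 0.5) of the 15065 genes with a mean of at least 0.5 FPKM and no failed estimate was compared between the groups with limma, and p-values were adjusted with Benjamini-Hochberg. In 88 genes the authors' software marked the estimate of at least 1 library as failed and listed it at 0, and these genes were left out, a choice made after the data were examined. Fold changes on this scale understate the change of genes with low FPKM. The median gene differed by 0.13 on this scale, by 0.25 between the libraries numbered 1 and by 0.00 between those numbered 2, so differences of several gene lists are also given relative to all genes. The median of all genes was 0.01 with quantile normalization, -0.06 with each library scaled to the same median, 0.27 and 0.00 without cisplatin replicates 1 and 2 and -0.15 and 0.42 without control replicates 1 and 2. Over all genes tested, 5790 were higher and 2363 lower in both same-numbered pairs of libraries. In simulated data of the same size this fit recovered 21.8% to 38.8% of genes changed by 3 on the log2 scale and 0% of those changed by 1. Those data carried the real difference between replicate numbers, the same in both groups, and data without it were not simulated.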

We used the Cufflinks algorithm (Trapnell et al., 2012) to process the RNA sequencing data and study differential expression of genes. We identified a set of 83 genes upregulated and 78 genes downregulated by cisplatin in both experiments (*P*≤0.05; Table S3). 

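Among the genes with the smallest p-values, those higher with cisplatin include glutathione S-transferase and CUB-like genes, and those lower include a protease gene and genes of major sperm protein. *gst-38* (F35E8.8), a glutathione S-transferase gene on chromosome V from 15915162 to 15916070 in WBcel235, had 211 and 144 FPKM with cisplatin and 11.36 and 10.1 FPKM without, a log2 fold change of 3.96 (standard error 0.263). *F55G11.2*, on chromosome IV from 12967445 to 12969289, had 91.9 and 84.0 against 4.83 and 7.21 FPKM. *C32H11.4*, a gene with a CUB-like domain, had 326 and 372 against 31.03 and 55.4 FPKM. On the lower side, *cpr-4* (F44C4.3), which encodes a cathepsin B-like protease, had 74.8 and 56.7 FPKM with cisplatin and 228 and 216 FPKM without, a log2 fold change of -1.76 (standard error 0.206).

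None of the 15065 genes passed an adjusted p of 0.05 in limma, in either direction, and at an unadjusted p of at most 0.05 there were 168 genes higher and 67 lower. The smallest adjusted p was 0.0534, for *gst-38*. With the replicate number as a block, 231 genes were higher and 138 lower at an adjusted p under 0.05. Neither the paper nor the labels state such a pairing, and the count rests on 1 residual degree of freedom per gene. It was 0 in either direction without the intensity trend. Of the genes named in the text 46 passed with the block and 27 did not. The authors' deposited Cuffdiff p-values give 83 genes higher and 78 lower at a p of at most 0.05, of which 82 and 71 went the same way in both same-numbered pairs of libraries. At that unadjusted p in limma 204 genes were higher and 276 lower with quantile normalization, and 116 and 169 with each library scaled to the same median. With 1 library left out, the lone library of its group was assumed to vary like the other group. Such a fit is also unbalanced in replicate number, so it carries part of the difference between the replicates. Counts of genes passing an adjusted p are therefore given only in the closing section, with no conclusion drawn. Tests of gene lists are not given for those fits. In them the log2 fold change ranged from 3.69 to 4.24 for *gst-38* and from 3.52 to 4.05 for *F55G11.2*. It ranged from 2.64 to 3.47 for *C32H11.4* and from -1.96 to -1.56 for *cpr-4*.

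**Figure D1:**
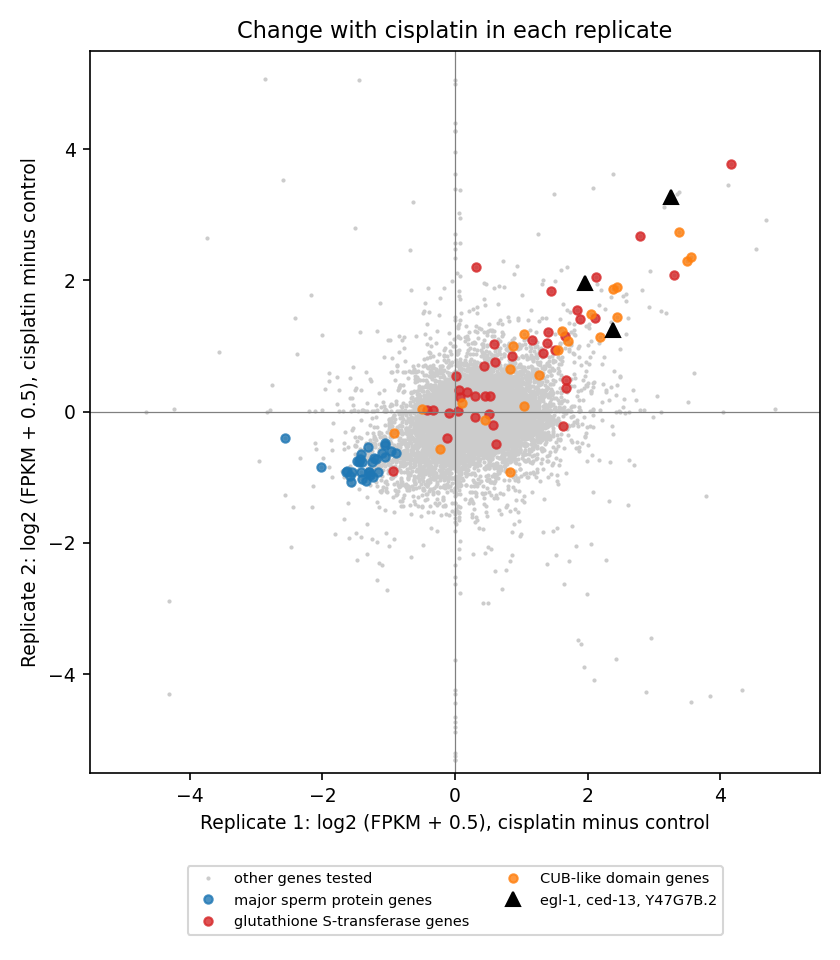
Difference in log2(FPKM + 0.5) between cisplatin and control for the libraries numbered 1 (horizontal axis) and those numbered 2 (vertical axis), each point a gene, with 15 genes beyond the axes not drawn. The 30 major sperm protein genes (blue) lie below 0 on both axes, and glutathione S-transferase genes (red) and CUB-like genes (orange) extend to the upper right, with *gst-38* at 4.16 and 3.77.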

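Genes on the same side in both same-numbered pairs were ranked by p-value. The 10 with the smallest p-values on the higher side were *gst-38*, *gst-4*, *gst-5*, *dod-17*, *dod-24*, *C32H11.4*, *F35E12.5*, *F55G11.2*, *F56A4.2* and *K10C2.3*. *K10C2.3*, named *asp-14* in the current annotation, had 474 and 409 FPKM with cisplatin and 61.0 and 92.1 FPKM without. *F35E12.5*, a CUB-like gene now named *irg-5*, had 112 and 103.6 against 9.01 and 19.8 FPKM, and *F56A4.2*, on chromosome V from 2459637 to 2460893, had 445 and 372 against 134 and 129 FPKM. On the lower side the 10 genes were *cpr-4*, *C55A6.19* and the sperm genes *msp-19*, *msp-31*, *msp-45*, *msp-55*, *msp-56*, *msp-57*, *msp-77* and *msp-113*. *C55A6.19*, a noncoding RNA gene on chromosome V from 11506699 to 11506847, is listed at 0 in both cisplatin libraries and had 9.43 and 9.38 FPKM in the controls.

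None of these genes passed over all genes, with adjusted p-values in limma from 0.0534 for *gst-38* to 0.626 for *msp-19* and other *msp* genes. Lying on the same side in both pairs was a condition of the choice. At an unadjusted p of at most 0.01 limma gave 42 genes higher and 35 lower. By the authors' deposited p-values 28 genes are higher and 29 lower at a p of at most 0.01, and 18 of the lower ones are *msp* genes. With 1 library left out the log2 fold change of *K10C2.3* ranged from 2.25 to 2.84. That of *F56A4.2* ranged from 1.50 to 1.76 and that of *F35E12.5* from 2.41 to 3.51.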

A more restricted list of candidates, using a cut-off *P*-value of ≤0.01, included 28 genes upregulated and 29 downregulated upon cisplatin exposure.

To explore the functions of these 57 genes, we performed a gene ontology (GO) analysis and identified predicted protein domains (COG) (Tatusov et al., 2003; Huang et al., 2009) (Fig. 1D). 

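Glutathione S-transferase genes, whose products conjugate glutathione to electrophiles, were higher in most cases, and so were genes with a CUB-like domain, while C-type lectin genes lay on both sides. Of 39 glutathione S-transferase genes, 29 were higher and 3 lower in both same-numbered pairs, with a median log2 fold change of 0.71. *gst-30* (ZK546.11) had 10.5 and 7.99 FPKM with cisplatin and 1.09 and 0.830 FPKM without, and *gst-5* (R03D7.6) had 133 and 148 against 36.7 and 50.0 FPKM, whereas *gst-19* had 0.890 and 0.714 against 2.17 and 1.78 FPKM. Of 22 CUB-like genes, 17 were higher and 2 lower in both pairs, with a median of 1.18, and *C17H12.8*, on the lower side, had 75.0 and 50.2 against 143 and 63.0 FPKM. Of 109 C-type lectin genes, 35 were higher and 30 lower in both pairs, with *clec-3* (C41H7.7) at 29.6 and 16.0 against 0.669 and 1.67 FPKM, *clec-143* at 4.11 and 4.28 against 0.154 and 0.823 FPKM and *clec-60* at 1.56 and 1.57 against 4.69 and 8.77 FPKM.

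No gene of the 3 families passed in limma over all genes tested, and at an unadjusted p of at most 0.05 there were 13 higher and 0 lower among the glutathione S-transferases, 12 higher and 0 lower among the CUB-like genes and 6 higher and 1 lower among the C-type lectins. Adjusted over the list alone, 11 glutathione S-transferase genes, 11 CUB-like genes and 0 C-type lectin genes were higher, and none was lower. The gene set test camera, with a preset correlation of 0.01, placed the glutathione S-transferases (adjusted p = 3.26e-18 over 35 lists) and the CUB-like genes (adjusted p = 3.54e-21) above other genes. Neither call held with an estimated correlation (adjusted p = 0.272 for both). There camera rests on the 2 residual degrees of freedom of the fit, so a lost call need not come from correlation between genes. With the preset correlation the adjusted p of the C-type lectins was 0.505. Their median was 0.00, which is -0.13 relative to all genes. The log2 fold change of *gst-5* ranged from 1.48 to 1.92 with 1 library left out. These families include close paralogs, and whether reads were shared between them is not known.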

Genes encoding CUB-like domains, C-type lectins and glutathione-*S*-transferases were found among the genes upregulated upon cisplatin exposure. In *C. elegans*, the expression of such genes is associated with detoxification, redox balance, stress response and innate immune system, and it is often regulated by the transcription factors DAF-16 and SKN-1 (Singh and Aballay, 2009; Park et al., 2009; Yen et al., 2011; Tepper et al., 2013) (Table S4). We also detected an overlap with genes induced upon ionizing radiation (IR) (Greiss et al., 2008; Schumacher et al., 2005a,b) (Table S4). 

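The BH3-only genes *egl-1* and *ced-13* had more transcript with cisplatin than in the controls in both replicates. *egl-1* (F23B12.9), which triggers programmed cell death by binding CED-9, lies on chromosome V from 14431308 to 14432359 in WBcel235. It had 26.9 and 17.6 FPKM with cisplatin and 2.35 and 1.36 FPKM without, a log2 fold change of 3.27 (standard error 0.567). *ced-13* (R09F10.9), on chromosome X from 8299119 to 8299654, had 1.45 FPKM in each cisplatin library and is listed at 0 in both controls, so no fold change is given. Neither gene passed in limma, where the adjusted p was 0.626 for *egl-1* and 1.00 for *ced-13*, and their unadjusted p-values were 0.000997 and 0.0199. By the authors' deposited comparison the p is 0.00200 for *egl-1* and 0.00270 for *ced-13*. The level of *ced-13* is near the lower limit of 0.5 FPKM used here.

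**Figure D2:**
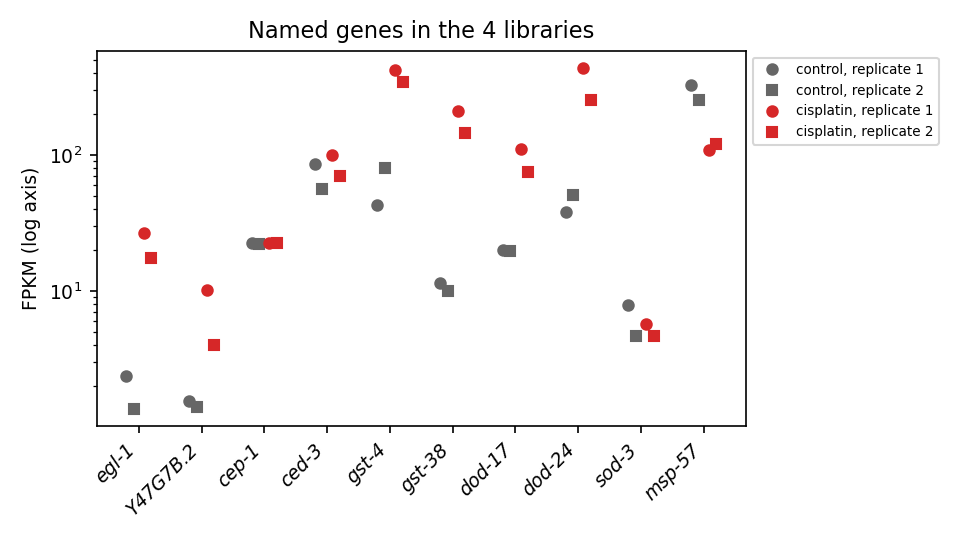
FPKM of 10 genes on a log axis in the 2 control libraries (grey) and the 2 cisplatin libraries (red), circles for replicate 1 and squares for replicate 2. For *egl-1* the cisplatin libraries lie at 26.9 and 17.6 FPKM above controls at 2.35 and 1.36 FPKM, while the points of *cep-1* lie between 21.9 and 22.6 FPKM.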

Among those, we found genes involved in the apoptotic signaling cascade, including *egl-1* and *ced-13* (Greiss et al., 2008). However, as described below, these two genes function in a distinct manner upon cisplatin exposure.

Of the 29 genes downregulated by cisplatin, we found that most of those were sperm-specific genes (Ortiz et al., 2014), with the Major Sperm Protein (MSP) domain as the most frequent GO annotation (Table S5). Therefore, the reduced brood size induced by cisplatin might be provoked, at least in part, by a specific effect of this agent on spermatogenesis and/or on sperm activity.

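All 30 measured genes of major sperm protein, the cytoskeletal and signalling protein of nematode sperm, were lower with cisplatin in both same-numbered pairs of libraries. Their mean level was 91.2 and 106 FPKM in the cisplatin libraries and 228 and 183 FPKM in the controls. The median log2 fold change was -1.11, with -1.32 for the libraries numbered 1 and -0.77 for those numbered 2. *msp-57* (R13H9.2), on chromosome IV from 5062578 to 5062961 in WBcel235, had 109 and 121 FPKM with cisplatin and 325 and 255 FPKM without, and *msp-113* had 95.2 and 105 against 286 and 207 FPKM. The authors' FPKM by condition are 98.5 and 298 for *msp-57*. For *msp-113* they are 59.9 and 179, below the values of its libraries but in the same direction. *msp-42* and *msp-71*, annotated as pseudogenes, had 0.456 and 3.65 against 5.13 and 4.97 FPKM and 1.89 and 8.34 against 9.23 and 15.4 FPKM.

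In limma 0 of the genes passed over all genes tested, 28 were lower at an unadjusted p of at most 0.05, and 28 were lower when adjusted over the list alone. Camera placed the list below other genes (adjusted p = 2.11e-115), a call lost with an estimated correlation (adjusted p = 0.272). The *msp* genes are near-identical copies, and how reads were divided among them after the authors' filter on multiple mapping sites is not known. From the share of sperm genes among those downregulated, the paper turns to the effect of cisplatin on the male germline.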

### Cisplatin reduces the germ cell pool and affects sperm functionality

Our transcriptome analyses indicated that male germline genes are particularly downregulated in the presence of cisplatin. 

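Most sperm genes outside the *msp* family were also lower with cisplatin, whereas genes of oocytes and of the early germline lay near the median of all genes. Among 70 such sperm genes, 50 were lower and 4 higher in both same-numbered pairs, and their median log2 fold change was -0.49, which is -0.62 relative to all genes tested. Relative to all genes of the same fit that median was -0.37 and -0.91 without cisplatin replicates 1 and 2. Without control replicates 1 and 2 it was -0.87 and -0.55. The 30 *spe* genes of the list, looked at alone after the result was seen, had a relative median of -0.49. Theirs was -0.15 and -0.80 without cisplatin replicates 1 and 2 and -0.92 and -0.24 without control replicates 1 and 2. For 16 genes of oogenesis and the eggshell the median was 0.17, or 0.04 relative to all genes, with *mex-3* at 198 and 187 against 167 and 147 FPKM. For 25 genes of the mitotic and meiotic germline it was 0.11, or -0.02 relative to all genes, with *glh-2* at 48.7 and 61.8 against 28.2 and 44.9 FPKM. The 6 vitellogenin genes, which encode yolk proteins made in the adult intestine, were lower in both pairs with a median of -0.33, or -0.46 relative to all genes, and *vit-6* had 3700 and 4344 against 5627 and 5952 FPKM. *fog-2*, needed for spermatogenesis in hermaphrodites, had 32.0 and 24.4 against 31.6 and 24.0 FPKM.

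None of these genes passed in limma, over all genes or adjusted over the list alone, and at an unadjusted p of at most 0.05 there were 0 higher and 5 lower among the sperm genes and 0 higher and 0 lower among the oocyte genes. Camera placed the sperm genes (adjusted p = 1.52e-25) and the vitellogenin genes (adjusted p = 0.000166) below other genes, calls lost with an estimated correlation (adjusted p = 0.367 and adjusted p = 0.272). For the sperm genes the estimate was 0.60, far above the preset 0.01. For the oocyte and early germline lists the adjusted p was 0.127 and 0.506. A failed estimate had left out 3 of 19 oocyte genes, and with failed estimates kept at 0 camera placed that list above other genes (adjusted p = 0.0136). Relative to all genes the oocyte median was -0.55 without control replicate 2, 0.32 without cisplatin replicate 2 and 0.59 without control replicate 1. That of the early germline list was 0.26 without control replicate 1. These fits are unbalanced in replicate number, and oocyte genes differed between the replicates by -0.34 with cisplatin and -0.55 without. The call of the vitellogenin genes was lost with each library scaled to the same median (adjusted p = 0.244). Their relative median was -0.28 without cisplatin replicate 2 and -0.03 without control replicate 1. Moulting genes, which mark larvae, were higher in replicate 2 than in replicate 1 by a median of 1.53 on the log2 scale with cisplatin and 1.66 without.

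**Figure D3:**
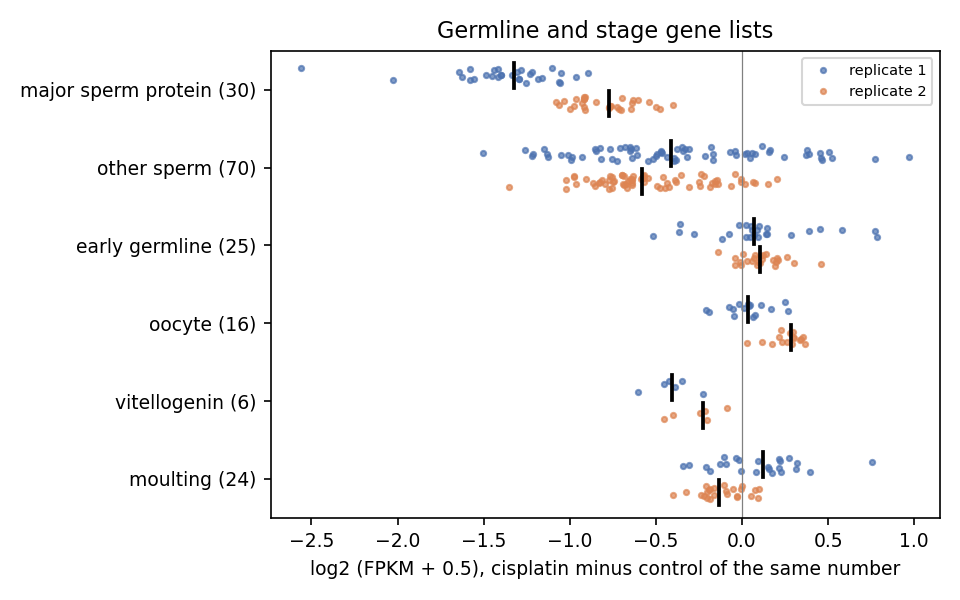
Difference in log2(FPKM + 0.5) between cisplatin and the control of the same number (horizontal axis) for the genes of 6 lists, with the number of genes in parentheses, replicate 1 in blue and replicate 2 in orange. Black bars are medians, at -0.41 and -0.58 for sperm genes outside the *msp* family and at 0.04 and 0.29 for the oocyte list.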

To investigate the effect of cisplatin on the germline, we exposed L4 animals to cisplatin for 24 h, because the switch from spermatogenesis to oogenesis occurs at this stage and therefore both processes can be affected (Ellis and Schedl, 2007). As expected, we observed a dose-dependent reduction of the brood size upon cisplatin exposure (Meier et al., 2014) (Fig. 2A). This reduction was correlated with an increase in the number of unfertilized eggs laid (Fig. 2A) and a decrease in the number of cells at the proliferative region of the germline (Fig. 2B). We observed that cisplatin-treated germlines displayed fewer nuclei in the mitotic region that appeared to be bigger (Fig. 2C), which is an effect described in germlines exposed to DNA-damaging agents that is attributable to cell cycle arrest upon activation of the S-phase checkpoint (Gartner et al., 2004).

**Fig. 2.**
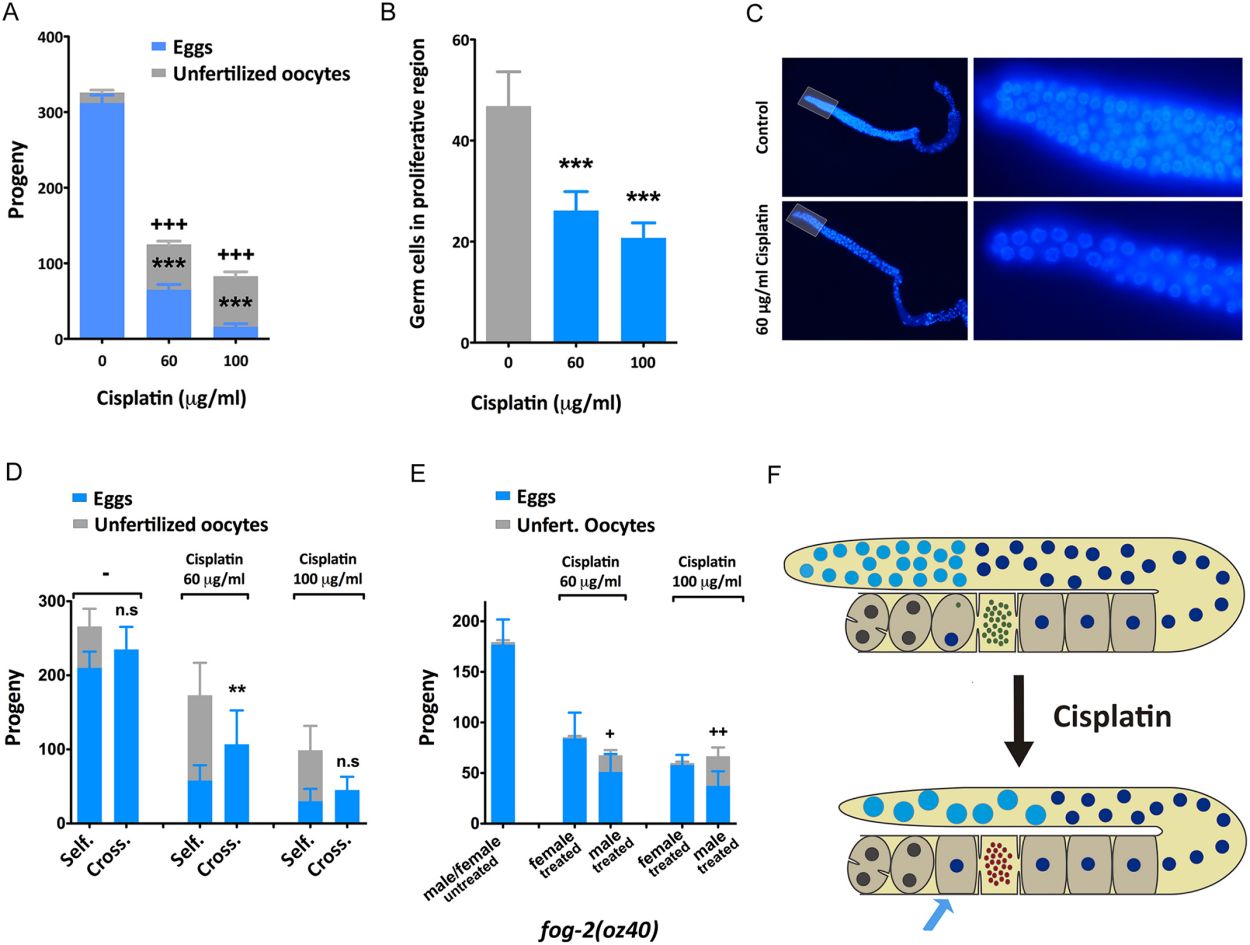
**Effect of cisplatin in the germline.** (A) Cisplatin reduces brood size and increases the percentage of unfertilized oocytes laid. L4 animals were exposed to cisplatin for 24 h at the indicated concentrations (*n*=12, *N*=2). (B) Cisplatin reduces the number of germ cells in the proliferative region of *C. elegans* germline. Number of cells corresponds to nuclei observed, in a single *z*-stack, at the proliferative region (50 μm away from the distal end of the gonad) (*n*=15, *N*=2). (C) Representative DAPI staining of young adult germline exposed to cisplatin for 24 h. Right panels show magnification of the germline proliferative region (highlighted area). (D) Impact of cisplatin on fertilization. Cisplatin produces unfertilized oocytes and causes reduced brood size in self-fertilized hermaphrodite worms (‘Self’), but this effect is rescued, in part, by crossing cisplatin-treated hermaphrodites with untreated males (‘Cross’; *n*=12, *N*=2). ***P>0.001, **P>0.01, *P>0.1; n.s., non-significant. (E) Cisplatin-induced unfertilized oocytes are caused by defective sperm. *fog-2(oz40)* hermaphrodites do not produce sperm, and mating is necessary to maintain the strain. Cisplatin produces unfertilized oocytes only when males are treated (*n*=12, *N*=2). ^++^*P*>0.01, ^+^*P*>0.1 compared with female treatment in the same conditions. (F) Schematic diagram to illustrate the effect of cisplatin in the germline: bigger nuclei at the proliferative zone (light blue), defective sperm (red dots) and unfertilized oocytes (blue arrow). Bars show mean and s.e.m., and Student's *t*-test was applied.

The increased number of unfertilized oocytes is a phenotypic hallmark of sperm failure in *C. elegans* (Kadandale and Singson, 2004). To investigate whether the unfertilized oocytes observed upon cisplatin treatment were the result of defective sperm, we crossed cisplatin-treated hermaphrodites with untreated males. We observed that sperm from untreated males rescued, at least in part, the brood size and abrogated the presence of unfertilized oocytes (Fig. 2D). These results suggest that the excess of unfertilized oocytes is attributable to the effect of cisplatin in spermatogenesis rather than in oogenesis.

To investigate the effect of cisplatin on sperm functionality, we used the female/male strain *fog-2(oz40)*, allowing the treatment of males and females independently before the cross. *fog-2(oz40)* females exposed to cisplatin and crossed with *fog-2(oz40)* untreated males showed a reduced brood size, as expected from the effect of cisplatin on mitotic cells, but we did not detect an increased production of unfertilized oocytes (Fig. 2E). On the contrary, by crossing *fog-2(oz40)* males exposed to cisplatin with untreated *fog-2(oz40)* females we observed a stronger reduction of the progeny, but also a higher number of unfertilized oocytes. These results confirm that, at a similar dose, cisplatin does not hamper the capacity of oocytes to be fertilized but affects the capability of sperm to fertilize.

In summary, the exposure to cisplatin produces smaller germlines as consequence of a reduction of the proliferative region and fertilization problems caused by the effect of cisplatin in the sperm (Fig. 2F).

### DAF-16 and SKN-1 are key players in the response to cisplatin

The abundance of dod (downstream-of-daf-16) genes and other stress response genes in the list of genes upregulated upon cisplatin exposure led us to study the role of DAF-16 and SKN-1. These are the orthologs of human FOXO3 and NRF2, respectively, and are required for stress resistance in *C. elegans* (Rodriguez et al., 2013)*.* Strikingly, we found that half of the upregulated genes were previously reported as DAF-16 and/or SKN-1 targets (Fig. 3A).

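Among the 9 *dod* genes measured, *dod-24* and *dod-17* had the largest excess with cisplatin, and the others ranged from higher to lower. *dod-24* (C32H11.12), a CUB-like gene on chromosome IV from 12940106 to 12941354 in WBcel235, had 436 and 252 FPKM with cisplatin and 38.0 and 51.04 FPKM without, a log2 fold change of 2.90 (standard error 0.305). *dod-17* (K10D11.1), on chromosome IV from 12976303 to 12978343, had 110.1 and 74.8 against 19.8 and 19.7 FPKM, a log2 fold change of 2.17. *dod-21* had 17.4 and 10.8 against 3.43 and 4.61 FPKM and *dod-3* had 95.1 and 178 against 41.2 and 150.3 FPKM. *dod-6* had 31.7 and 63.6 against 22.5 and 78.7 FPKM, *dod-18* had 20.7 and 22.3 against 18.96 and 23.7 FPKM and *dod-19* had 133 and 83.0 against 135 and 76.8 FPKM. Their log2 fold changes were 0.09, 0.02 and 0.04. Without control replicate 1 the log2 fold changes of *dod-3* and *dod-6* were -0.20 and -0.80. Without cisplatin replicate 2 that of *dod-6* was -0.41. That of *dod-19* was -0.30 without cisplatin replicate 1 and -0.37 without control replicate 2. *dod-22* had 17.8 and 10.0 against 20.9 and 15.0 FPKM and *dod-23* had 198 and 129 against 289 and 161 FPKM. The numbers from *dod-17* upward are lower in *daf-2* mutants and the lower numbers are higher there.

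In limma no *dod* gene passed over all genes, 3 were higher at an unadjusted p of at most 0.05 and 2 were higher when adjusted over the list alone. Their median log2 fold change was 0.09, which is -0.04 relative to all genes. Camera, which weighs the mean, placed them above other genes (adjusted p = 0.00116), a call lost with an estimated correlation (adjusted p = 0.325). With 1 library left out their relative median ranged from 0.14 to 0.56. The 7 genes that are lower in *daf-2* mutants had a median of 0.04, or -0.09 relative to all genes (adjusted p = 0.000827 in camera, and adjusted p = 0.367 with an estimated correlation). With 1 library left out that relative median ranged from -0.25 to 0.60. The 2 that are higher in *daf-2* mutants had a median of 0.41 (adjusted p = 0.509 in camera). It was 0.88 without cisplatin replicate 1, -0.07 without cisplatin replicate 2 and -0.50 without control replicate 1. The log2 fold change of *dod-24* ranged from 2.50 to 3.29 with 1 library left out, and that of *dod-17* from 1.89 to 2.45.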

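Known targets of SKN-1 were higher with cisplatin throughout, while those of DAF-16 were higher by less, with members on both sides. All 12 SKN-1 targets measured, such as *gst-4*, *gst-30* and *gst-38*, were higher in both same-numbered pairs, with a median log2 fold change of 1.68. Of 18 DAF-16 targets that are higher in *daf-2* mutants, 9 were higher and 1 lower in both pairs, against 5790 and 2363 of all 15065 genes. Their median was 0.49, with 0.56 and 0.01 in the pairs numbered 1 and 2. Relative to all genes it was 0.36, and 0.14 to 0.49 with 1 library left out. Among them *fat-5* had 5.10 and 7.94 against 1.685 and 5.855 FPKM. The small heat shock protein gene *hsp-16.2* had 140.3 and 97.8 against 94.8 and 41.3 FPKM, and *hsp-12.3* had a log2 fold change of -0.65 (standard error 0.455). *sod-3*, a superoxide dismutase gene often used to report DAF-16 activity, had 5.72 and 4.67 against 7.87 and 4.66 FPKM. Transcripts of the regulators had similar levels in both groups, with *skn-1* at 79.9 and 87.1 against 64.8 and 75.5 FPKM, *daf-16* at 38.8 and 43.6 against 35.1 and 45.9 FPKM and *daf-2* at 14.8 and 23.2 against 9.98 and 23.1 FPKM.

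No gene of either list passed in limma over all genes. At an unadjusted p of at most 0.05 10 SKN-1 targets and 1 DAF-16 target were higher, and adjusted over the list alone 10 and 0. Both lists stood above other genes in camera, SKN-1 targets with an adjusted p = 1.63e-38 and DAF-16 targets with an adjusted p = 9.56e-05, and neither with an estimated correlation (adjusted p = 0.272 for both). With the preset correlation the call of the DAF-16 targets held with quantile normalization (adjusted p = 6.68e-05) and with median scaling (adjusted p = 0.0274). The lists were written from general knowledge and are not the published lists the paper used, and *gcs-1*, a SKN-1 target with failed estimates, was left out.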

**Fig. 3.**
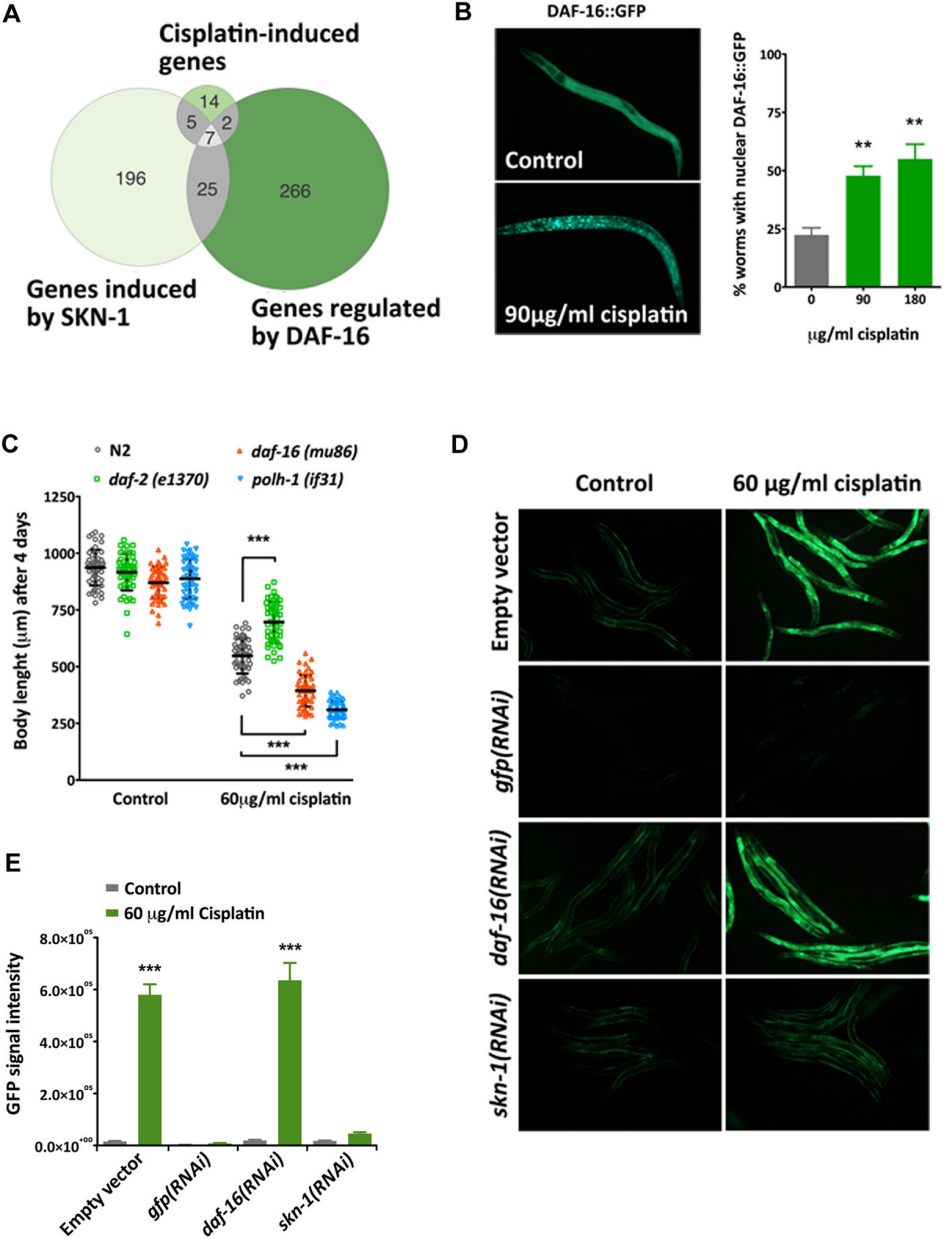
**Role of DAF-16/FOXO and SKN-1/Nrf2 transcription factors in the response to cisplatin.** (A) Venn diagrams showing the significant overlap between the genes induced by cisplatin found in our transcriptomic analyses and genes regulated by DAF-16 (Tepper et al., 2013) and SKN-1 (Oliveira et al., 2009). *P*<0.001 by Fisher's test. (B) Cisplatin induces DAF-16 nuclear translocation. Representative image of L2 larvae carrying a translational GFP reporter of DAF-16 with and without cisplatin (90 µg/ml for 5 h). The graph represents the percentage of synchronized L2 larvae with DAF-16::GFP predominantly nuclear after 5 h of exposure to cisplatin at the indicated concentrations. Bars represent mean and s.e.m. (*n*=50, *N*=3). **P<0.01 relative to untreated worms by Student's *t*-test. (C) IIS pathway influences the response to cisplatin. Body length of synchronized L1 larvae grown for 4 days in the absence or presence of cisplatin. Worms were grown at 15°C to avoid *daf-2(e1370)* dauer phenotype. The inactivation of the IIS pathway in *daf-2(e1370)* mutants, which keeps DAF-16 constitutively in the nucleus, causes resistance to cisplatin, whereas the *daf-16(mu86)* null mutant increases cisplatin sensitivity. Translesion synthesis polymerase 1 mutant allele *polh-1(if31)* was used as a positive control (Roerink et al., 2012). Bars represent mean and SD (*n*=50). ***P<0.001 relative to untreated worms by Student's *t*-test. (D) Cisplatin-induced activation of *gst-4* is regulated by SKN-1. Representative images of synchronized *gst-4*p::GFP L4/young adult animals grown at 20°C on *daf-16(RNAi)* or *skn-1(RNAi)* bacteria from the L1 stage in the presence or absence of cisplatin. *skn-1(RNAi)* inhibits the cisplatin-induced *gst-4* expression. Worms fed with *gfp* RNAi were used as a positive control. (E) Fluorescence intensity for each condition. Bars represent the mean. Error bars indicate the s.e.m. (*n*=30, *N*=2). ***P<0.001 relative to untreated animals by Student's *t*-test.

The evolutionarily conserved insulin/insulin-like growth factor signaling (IIS) pathway, through its main transcription factor DAF-16/FOXO, controls many different biological processes and regulates a wide variety of stresses, including starvation, oxidative stress (Honda and Honda, 1999), heavy metal toxicity (Barsyte et al., 2001) and ultraviolet radiation (Murakami and Johnson, 1996). DAF-16 is constitutively expressed and sequestered in the cytoplasm in its phosphorylated form. If the inhibitory phosphorylation is compromised, e.g. by reduced signaling of the DAF-2 receptor tyrosine kinase or stress conditions, DAF-16 will translocate to the nucleus. Using a DAF-16::GFP reporter strain, we observed that DAF-16 nuclear location increased upon cisplatin exposure in a dose-dependent manner (Fig. 3B), confirming the implication of the IIS pathway in the response to cisplatin.

Next, we investigated the extent to which the manipulation of the IIS activity could modify the response of the organism to cisplatin. We observed that *daf-2(e1370)* mutants, which are animals lacking a functional DAF-2/IGF-1-like receptor that constitutively induce DAF-16 nuclear localization (Yen et al., 2011), display resistance to cisplatin during larval development (Fig. 3C). Consistently, *daf-16(mu86)* mutants were hypersensitive to cisplatin (Fig. 3C), highlighting the relevance of DAF-16 nuclear activity in the cellular response to cisplatin.

Differently from *daf-2* and *daf-16*, *skn-1* is an essential gene hampering the use of loss-of-function mutants. To confirm the implication of SKN-1 in the response to cisplatin, we used a GFP reporter for one of its canonical targets, *gst-4*. SKN-1 regulates the stress-induced *gst-4* transcription in the presence of redox active compounds, such as paraquat or heavy metals (Tawe et al., 1998; Roh et al., 2006). 

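*gst-4* (K08F4.7), on chromosome IV from 10142225 to 10143099 in WBcel235, had 424 and 342 FPKM with cisplatin and 42.6 and 80.6 FPKM without. Its log2 fold change was 2.69 (standard error 0.321), with 3.30 between the libraries numbered 1 and 2.08 between those numbered 2. The gene did not pass in limma over all genes (adjusted p = 0.209). The fold change ranged from 2.23 to 3.15 with 1 library left out.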

In our RNA-seq data, *gst-4* is one of the SKN-1-regulated genes strongly induced by cisplatin, and we validated this result using a *gst-4* transcriptional GFP reporter (Fig. 3D,E). Moreover, using *skn-1* RNA interference (RNAi) we confirmed that the cisplatin induction of *gst-4* expression was *skn-1* dependent and *daf-16* independent (Fig. 3D,E). Thus, by studying the impact of cisplatin in the global gene expression we uncovered a systemic response of the organism that is driven by two conserved transcription factors. The fact that these transcription factors are effectors of metabolic and environmental signals opens new avenues to regulate the response to cisplatin in multicellular organisms.

### The BH3-only protein CED-13 protects against cisplatin

We demonstrate, for the first time, that cisplatin leads to the formation of DNA adducts in *C. elegans* (Fig. 4A) and induces the expression of two apoptosis-related genes, *egl-1* and *ced-13*, which encode BH3-only proteins, which are a subset of the Bcl-2 familiy that contain only a BH3 domain and promote apoptosis. *egl-1* and *ced-13* are transcriptionally induced upon DNA damage (also upon exposure to UV or IR; Stergiou et al., 2007), and this induction is CEP-1*/*P53 dependent (Greiss et al., 2008). 

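*Y47G7B.2*, on chromosome II from 2705920 to 2708014 in WBcel235, had 10.2 and 4.01 FPKM with cisplatin and 1.55 and 1.40 FPKM without. Its log2 fold change was 1.82 (standard error 0.739), with 2.39 between the libraries numbered 1 and 1.25 between those numbered 2. The gene did not pass in limma (adjusted p = 1.00), and the authors' deposited p is 0.00475.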

*Y47G7B.2*, another cisplatin-induced gene in our RNA-seq, encodes a nematode-specific gene that is also upregulated upon DNA damage in a *cep-1*-dependent manner (Greiss et al., 2008). Thus, the effects of cisplatin on upregulation of apoptotic genes could be attributable to *cep-1*-dependent DNA damage.

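Of 17 genes of apoptosis and CEP-1 targets, 14 were higher and 0 lower in both same-numbered pairs, with a median log2 fold change of 0.21, which is 0.08 relative to all genes. Beside *egl-1*, *ced-13* and *Y47G7B.2*, the caspase gene *ced-3* had 99.6 and 69.6 against 85.8 and 56.1 FPKM, and *cep-1*, which encodes the *C. elegans* p53, had 22.4 and 22.6 against 22.4 and 21.9 FPKM. Of 52 genes of DNA repair and the checkpoint, 39 were higher and 1 lower in both pairs, with a median of 0.23, which is 0.10 relative to all genes. *polq-1*, which encodes DNA polymerase theta, had 11.79 and 18.98 against 4.68 and 12.5 FPKM, *csb-1* had 11.49 and 6.51 against 4.83 and 4.83 FPKM, and *polh-1*, which encodes polymerase eta, had 34.9 and 32.7 against 36.0 and 30.9 FPKM. For 25 genes of DNA replication and the cell cycle the median was 0.15, which is 0.02 relative to all genes.

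In limma none of these genes passed over all genes, 3 of the apoptosis list and 2 of the repair list were higher at an unadjusted p of at most 0.05, and adjusted over the list alone 1 and 0. Camera placed the apoptosis list (adjusted p = 0.000237) and the repair list (adjusted p = 0.000265) above other genes, calls lost with an estimated correlation (adjusted p = 0.272 and adjusted p = 0.278). It did not call the replication list (adjusted p = 0.0890). Relative to all genes the median of that list was -0.45 without control replicate 2, 0.17 without cisplatin replicate 2 and 0.41 without control replicate 1. Those of the apoptosis and repair lists were -0.05 and 0.02 without cisplatin replicate 1, and -0.12 and -0.08 without control replicate 2. With each library scaled to the same median the repair call was lost (adjusted p = 0.0817). The paper proposes DNA damage acting through *cep-1* behind the induced apoptotic genes.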

**Fig. 4.**
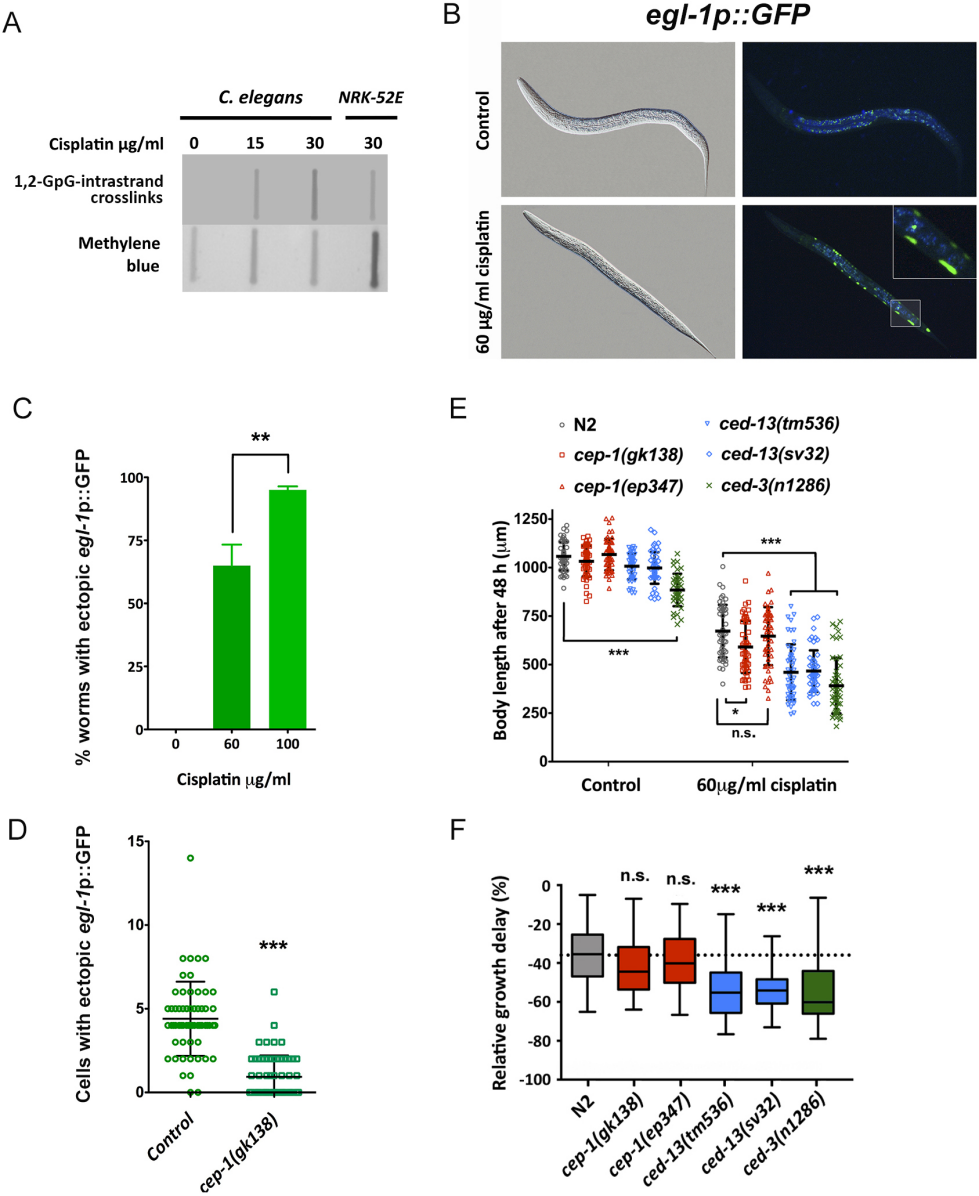
**Role of apoptotic pathways in the response of *C. elegans* to cisplatin.** (A) Southern blot showing that 1,2-GpG-intrastrand crosslinks are raised upon cisplatin exposure of a *C. elegans* population. There is a dose-dependent accumulation of DNA adducts in the presence of cisplatin. NRK-52E rat cells, in which 1,2-GpG-intrastrand crosslinks are not present (Krüger et al., 2016), were incubated with cisplatin as a positive control. (B) Cisplatin induces *egl-1* ectopic expression in somatic tissues during larval development. Representative images of L2 worms carrying a *egl-1*p::GFP reporter, untreated and treated with cisplatin (60 µg/ml for 24 h at 20°C). (C) Quantification of worms with ectopic *egl-1*p::GFP fluorescence in somatic cells of synchronized L1 larvae grown at the indicated concentrations of cisplatin for 24 h at 20°C. Bars represent mean and s.e.m. of three different experiments (*n*=50). **P<0.01 by Student's *t*-test. (D) *egl-1* ectopic induction in somatic cells requires *cep-1*/p53. Quantification of cells with ectopic *egl-1*p::GFP fluorescence of L1 larvae exposed to 60 µg/ml of cisplatin for 24 h at 20°C in wild-type and *cep-1(gk138)* mutants. Bars represent mean and s.e.m. of three different experiments (*n*=50). ***P<0.01 by Student's *t*-test. (E,F) Inactivation of the *cep-1*/p53 apoptotic pathway does not increase cisplatin resistance. (E) Body length of L1 larvae of wild-type and distinct mutant alleles grown in cisplatin (60 µg/ml) for 48 h at 20°C. Bars represent mean and s.d. (*n*=50). This experiment was performed three times with similar results. (F) Relative values of growth delay were obtained by calculating the percentage of the difference in the body length before and after cisplatin exposure (non-parametric Kruskal–Wallis test, ***P<0.001; *P< 0.05; n.s., non-significant).

*egl-1* is required for DNA damage-induced apoptosis in both somatic tissues and the germline (Gartner et al., 2000). We investigated *egl-1* induction upon cisplatin exposure in the soma using a GFP reporter strain (*egl-1*p::GFP). During larval development, only 18 somatic cells of wild-type nematodes undergo apoptosis at the early L2 stage (Lettre and Hengartner, 2006). Strikingly, a 24 h cisplatin treatment in *C. elegans* (from L1 to L2) induced ectopic *egl-1*p::GFP expression that was evident in somatic cells (Fig. 4B,C). Moreover, this cisplatin-induced *egl-1* ectopic expression was, at least in part, *cep-1* dependent (Fig. 4D).

In the canonical DNA damage-induced apoptotic pathway, *cep-1* is upstream of the BH3-only proteins EGL-1 and CED-13. However, *ced-13*, and its downstream gene *ced-3*, have an additional role in the intrinsic apoptotic pathway that promotes protective changes rather than killing damaged irreparable cells (Yee et al., 2014). Accordingly, we found that *ced-13* and *ced-3* mutants were sensitive to cisplatin, whereas two different *cep-1* mutants were not resistant to cisplatin (Fig. 4E,F).

In summary, during *C. elegans* larval development, cisplatin induces the expression of *egl-1* and *ced-13*, but their influence is distinct. Inhibition of the canonical DNA damage-induced apoptotic pathway by using *cep-1* mutants does not produce animals resistant to cisplatin. On the contrary, *ced-13* and *ced-3* mutants are sensitive to cisplatin, underscoring a protective role of the intrinsic apoptotic pathway upon cisplatin exposure in somatic cells.

### TRXR-1 activity confers systemic sensitivity to cisplatin

The majority of *C. elegans* genes related to cisplatin response published to date present cisplatin sensitivity if inactivated by RNAi or mutation (Table S1). The human orthologs of these genes are potential targets of therapies to re-sensitize cisplatin-resistant tumors. Given the clinical importance of identifying refractory patients, we wondered whether our system was also valuable for the study of genes whose inactivation confers resistance to cisplatin. In the clinic, mutations or single nucleotide polymorphisms in these genes could function as predictive markers of cisplatin response. In human cell lines, thioredoxin reductase 1 (TRXR1, also known as TXNRD1) selenocysteine amino acid is a direct target of cisplatin, producing cytotoxic and highly pro-oxidant TRXR1 forms called SecTRAPs, which lead to high redox stress resulting in cell death (Anestål et al., 2008). TRXR1 is one of the few selenoproteins [proteins that include a selenocysteine (SeCys) amino acid] in mammals, but TRXR-1 is the only selenoprotein in *C. elegans* (Li et al., 2012) and, in contrast to mammals, this protein is not essential for viability (Stenvall et al., 2011). Depletion of *C. elegans trxr-1* does not produce phenotypes in terms of morphology, growth, lifespan, brood size or response to oxidative stress. It is essential only for larval molting when the glutathione reductase gene *gsr-1* is inactivated in parallel (Stenvall et al., 2011). All these features make *C. elegans* an excellent multicellular system in which to study specifically the role of the SeCys residue in the response to cisplatin.

We tested the robustness of our model by studying the role of thioredoxin reductase 1 (*trxr-1*) in the *C. elegans* response to cisplatin. We used the CRISPR/Cas9 system to produce two endogenous TRXR-1 variants, *trxr-1(cer4*[U666C]*)* and *trxr-1(cer5*[U666STOP]*)*, that change the selenocysteine for cysteine and a STOP codon, respectively (Fig. 5A). In a similar manner to the null mutant *trxr-1(sv47)*, these missense mutations showed larval arrest, attributable to molting defects, in combination with *gsr-1(RNAi)* (Fig. 5B). Strikingly, both the null mutant and the point mutations without the selenocysteine produce resistance to cisplatin (Fig. 5C). Thus, both the developmental function and the capacity to promote cytotoxicity in the presence of cisplatin rely on the presence of the selenocysteine residue.

**Fig. 5.**
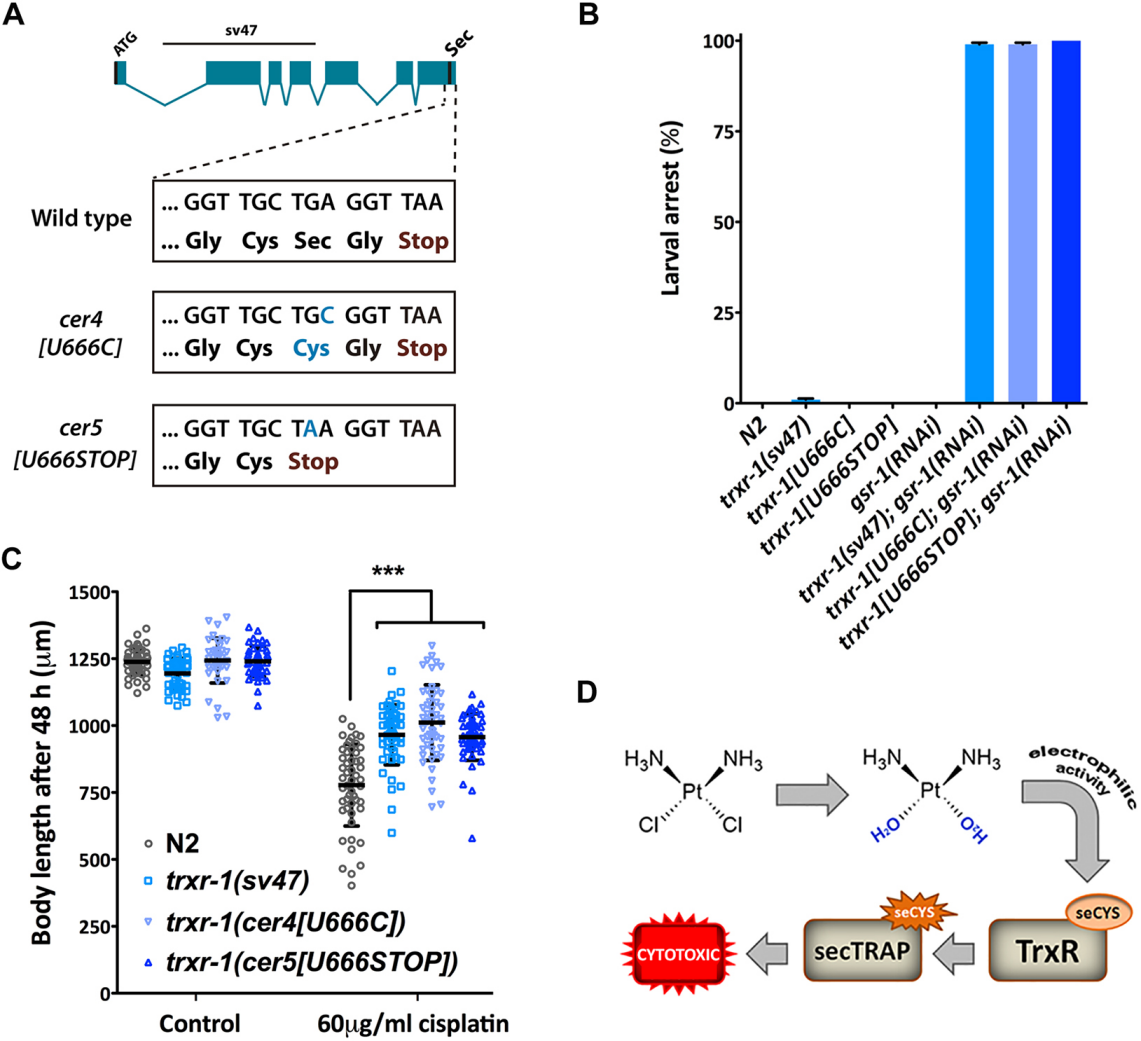
***trxr-1* null and missense mutants are resistant to cisplatin.** (A) Representation of the *trxr-1* gene. Blue boxes represent exons, and lines represent introns. The upper line denotes the 1663 bp region deleted in the *sv47* allele. Selenocysteine codon TGA is the third last residue and is represented as Sec. The wild-type sequence of the last four codons and their corresponding amino acids are boxed below. *cer4[U666C]* and *cer5[U666STOP]* Sec-deficient *trxr-1* mutant alleles, edited by CRISPR/Cas9, carry a single substitution in Sec codon (C instead of A or A instead of G) that changes the selenocysteine to cysteine or a premature STOP codon, respectively. (B) Sec-deficient *cer4*[U666C] and *cer5*[U666STOP] alleles, in a similar manner to the *trxr-1* null allele, cause a molting-associated growth arrest when fed with *gsr-1(RNAi).* Graph shows the quantification of larval arrest of L1 larvae fed with *gsr-1(RNAi)* or control bacteria (empty vector). Bars represent mean and s.d. (*n*=50, *N*=2). (C) *trxr-1(sv47)* null mutant and *cer4*[U666C] and *cer5*[U666STOP] point mutant strains show increased resistance to cisplatin. Body length quantification of synchronized L1 larvae grown on agar plates containing 0 and 60 µg/ml of cisplatin for 48 h at 20°C. Bars represent mean and s.d. (*n*=50). This experiment was performed in triplicate with similar results. ***P<0.001 relative to wild-type worms in the same conditions by Student's *t*-test. (D) Schematic diagram of the cytotoxic effect produced by the electrophilic activity of cisplatin when reacting with a selonocystein present in thioredoxin reductase 1.

Therefore, the electrophilic activity of hydrolyzed cisplatin in the presence of selenocysteine might produce cytotoxic SecTRAP forms that are major drivers of the harmful effect of cisplatin on multicellular organisms (Fig. 5D).

We also explored the role of *trxr-1* in sensitizing the animal to cisplatin. We found that *trxr-1(sv47)* confers resistance in germ cells and in somatic cells. Interestingly, by combining *trxr-1(sv47)* with *daf-2* and *daf-16* mutations, the IIS pathway is epistatic to the *trxr-1* activity on cisplatin resistance (Fig. S1).

## DISCUSSION

Despite three decades of clinical use and intense research, greater knowledge is necessary to understand, and ultimately control, the molecular events driving endogenous and acquired resistance to platinum-based chemotherapy (Dilruba and Kalayda, 2016). In this context, model organisms are platforms with growing interest in the study of the molecular, cellular and systemic responses to chemotherapeutic agents, but also to screen for new treatments (Nijman, 2015). Here, we reinforce the use of *C. elegans* to study the complex response of multicellular organisms to cisplatin. The function of *C. elegans* genes in the response to cisplatin has been shown in different biological contexts as adult survival or germline apoptosis (Table S1). After testing some of these contexts, we selected the body length of developmental larvae as a reliable and scalable system to evaluate the response of the animal to cisplatin. Nematodes are easy to synchronize at the L1 stage, and therefore we can study homogeneous populations during larval development, when somatic and germ cells are in active proliferation and apoptotic pathways functional.

The *C. elegans* germline is diverse in cell types, because it contains mitotic cells, meiotic cells, mature oocytes and sperm. We observed that the effect of cisplatin on fertility and cell cycle arrest in the mitotic germline is similar to that produced by other DNA-damaging insults, such as ionizing or ultraviolet C radiations (Gartner et al., 2004), suggesting a direct action of cisplatin on DNA that is supported by our southwestern blots for DNA adducts (1,2-GpG-intrastrand crosslinks). This cisplatin-induced DNA damage response (DDR) in the *C. elegans* germline has already been documented (van Haaften et al., 2006; Meier et al., 2014; Honnen, 2017). In addition, however, we found that defective sperm is a major cause of the reduced *C. elegans* fertility observed upon cisplatin exposure at L4. At this stage, we hit oogenesis only partially, but our experiments with *fog-2* mutants suggest that sperm and oocytes are different in terms of resistance to cisplatin. Interestingly, cisplatin is particularly efficient for testicular tumors and causes a drastic effect on spermatogenesis and sperm in treated patients, but this harmful effect seems to affect primarily the chromatin and is reversible (Bujan et al., 2013). In females with ovarian cancer, cisplatin also affects gametogenesis, producing a reduction of the ovarian reserve (Chang et al., 2015). Detailed experiments need to be performed to gain a better understanding of the step at which gametogenesis is hampered in the presence of cisplatin. In this sense, the hermaphrodite condition of *C. elegans* is a clear advantage to study the effect of any given cisplatin dose on oogenesis and spermatogenesis in the same organism.

Our RNA-seq analyses revealed a transcriptomic signature in the presence of cisplatin. The cisplatin-responsive genes identified could be involved in cell autonomous mechanisms (cells have an individual response to cisplatin uptake) or in non-cell autonomous mechanisms (the effect in certain cells influences distant cells). Given that DNA is damaged by cisplatin, a cell-autonomous response occurs as a checkpoint mechanism to favor DNA repair (Gartner et al., 2004). Nevertheless, the vast majority of genes induced by cisplatin in our experiments are related to general stress responses and the innate immune system, which suggests a coordinated systemic response. 

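Beyond the families named above, UDP-glucuronosyltransferase, redox enzyme and antimicrobial peptide genes had medians above that of all genes. The median log2 fold change was 0.39, or 0.26 relative to all genes, for 60 UDP-glucuronosyltransferase genes, with *ugt-31* at 9.58 and 5.79 against 1.79 and 1.13 FPKM, and 0.27, or 0.14, for 53 cytochrome P450 genes. For 23 genes of thioredoxin, glutathione and peroxide metabolism it was 0.30, or 0.17 relative to all genes, with *msra-1* at 114 and 107 against 56.3 and 71.5 FPKM, *gpx-1* at 39.8 and 49.9 against 15.4 and 34.9 FPKM, the glutathione reductase gene *gsr-1* at 192 and 166 against 118 and 119 FPKM and the thioredoxin reductase gene *trxr-1* at 66.0 and 69.8 against 46.3 and 65.5 FPKM. For 43 antimicrobial peptide genes it was 0.36, or 0.23 relative to all genes, with 0.72 in the pair numbered 1 and 0.00 in the pair numbered 2. Among them *cnc-11* had 2.39 and 1.19 FPKM and *abf-1* 3.82 and 0.952 FPKM with cisplatin, and both are listed at 0 in the controls. Of 9 lysozyme genes, *lys-8* had 324 and 274 against 185 and 208 FPKM and *lys-4* had 23.7 and 13.4 against 58.2 and 29.6 FPKM, and the medians of 21 saposin-like genes and of 19 *pals* genes of the intracellular pathogen response were 0.00 and 0.38, or -0.13 and 0.25 relative to all genes.

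None of these genes passed in limma, over all genes or adjusted over the list alone, and at an unadjusted p of at most 0.05 there were 4 higher and 0 lower among the UDP-glucuronosyltransferases, 3 higher and 0 lower among the redox enzymes, 2 higher and 0 lower among the antimicrobial peptides and 1 higher and 2 lower among the lysozymes. Camera placed the UDP-glucuronosyltransferase (adjusted p = 0.000626), redox (adjusted p = 9.29e-08) and antimicrobial peptide (adjusted p = 0.0448) lists above other genes. With an estimated correlation these calls were lost (adjusted p = 0.852, adjusted p = 0.272 and adjusted p = 0.852). For the cytochrome P450, lysozyme, saposin-like and *pals* lists the adjusted p was 0.132, 0.0793, 0.642 and 0.486. The redox call was also lost with each library scaled to the same median (adjusted p = 0.110). The antimicrobial peptide call was lost with quantile normalization (adjusted p = 0.0840) and with a minimum of 5 FPKM (adjusted p = 0.994). It was also lost with no intensity trend (adjusted p = 0.0876) and with failed estimates kept at 0 (adjusted p = 0.0520). Without control replicate 1 the medians relative to all genes were 0.09 for the UDP-glucuronosyltransferase, -0.10 for the cytochrome P450, -0.25 for the antimicrobial peptide, 0.17 for the saposin-like and -0.08 for the *pals* list. Without cisplatin replicate 2 they were 0.20 for the UDP-glucuronosyltransferase, -0.03 for the antimicrobial peptide and 0.16 for the saposin-like list. The cytochrome P450 list was called with quantile normalization (adjusted p = 0.0228) and with the median scaling (adjusted p = 0.00325). Its relative median was 0.41 without control replicate 2. The *pals* list was called with the median scaling (adjusted p = 0.0197). The lysozyme list had a median of 0.05, or -0.08 relative to all genes. Its relative median was -0.33 without cisplatin replicate 1 and -0.44 without control replicate 2. From the genes induced, the paper proposes a coordinated systemic response.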

According to the deregulated genes, this response has DAF-16 and SKN-1 as major drivers and has similarities to that obtained from nematodes exposed to IR or UV-C (Boyd et al., 2010; Greiss et al., 2008). DAF-16 activation positively regulates a wider spectrum of processes, such as stress resistance, innate immunity and metabolic adaptation (Singh and Aballay, 2009; Murphy and Hu, 2013), whereas the NRF2 *C. elegans* ortholog SKN-1 is an important factor in detoxification and response to oxidative stress, and its downregulation has been associated with hypersensitivity to different stressor agents (Blackwell et al., 2015).

Interestingly, immune and stress reactions upon DNA damage are common in mammals (Ermolaeva and Schumacher, 2013), and similar to what we observed in *C. elegans*, cisplatin induces the nuclear translocation of the DAF-16 homolog FOXO3 (Fernandez de Mattos et al., 2008). Human FOXO proteins are crucial regulators of a multitude of cellular functions (Yang and Hung, 2009), but our results encourage further exploration of the manipulation of the IIS pathway to control the cellular response to cisplatin.

The SKN-1 human ortholog NRF2 regulates the expression of stress-responsive genes, such as SOD and catalases, or phase II detoxification enzymes, such as glutathione transferases (Kaspar et al., 2009). NRF2 overexpression or hyperactivation provokes a direct effect in acquisition of resistance to a wide spectrum of anticancer drugs in many cancer types (Gañán-Gómez et al., 2013; Kaspar et al., 2009). Accordingly, increased nuclear NRF2 expression has been shown in cisplatin-resistant human bladder cancer samples (Hayden et al., 2014). On the contrary, inhibition of NRF2 sensitizes cisplatin-resistant A549 cells (Hou et al., 2015). These observations are concordant with our findings in *C. elegans*, suggesting that direct or indirect targeting of NRF2 should be explored for cisplatin-combined therapeutic interventions.

Our transcriptomic analyses uncovered the upregulation of *egl-1* and *ced-13*, which are related to apoptosis. Using a *egl-1*p::GFP reporter, we found ectopic expression in somatic cells. The apoptotic pathway in postembryonic somatic cells is not well described and might be different in each somatic cell type. In the canonical view of the DNA damage-induced apoptotic pathway, expression of the effector EGL-1 marks cells destined to die (Nehme and Conradt, 2008), and *cep-1*/p53 is upstream (Schumacher et al., 2005a). However, *egl-1*p::GFP is still overexpressed in *cep-1*/p53 mutants exposed to cisplatin, indicating that inhibition of the DNA damage-induced apoptotic pathway does not completely protect the animal from cisplatin toxicity. Likewise, blockade of apoptosis in adult worms through *cep-1*/p53 inhibition does not have any effect on cisplatin sensitivity (Hemmingsson et al., 2010). Thus, inhibition of the DNA damage-induced apoptotic pathway is not an efficient strategy for animals to hamper the global effect of cisplatin. Nonetheless, expression of *cep-1*/p53 seems to be important for the full response to cisplatin, and p53 is required for the cytotoxic effect of cisplatin in human glioblastoma cells (Park et al., 2006).

Surprisingly, we found that *ced-13* upregulation might have a protective role, because *ced-13* mutants are sensitive to cisplatin. Mutants of *ced-3*, a gene that is genetically downstream, are also sensitive to cisplatin. This result fits with the role of *ced-13* in the mitochondrial intrinsic apoptotic pathway that extends *C. elegans* longevity (Yee et al., 2014). It is possible that postmitotic cells, which are irreplaceable, activate *ced-13* activity to protect themselves from cisplatin. The role of *ced-13* might be dependent on the insult levels or vary in distinct cell types, because overexpression of *ced-13* in the soma induces cell death of somatic cells that normally survive (Schumacher et al., 2005a). In concordance with a protective role for *ced-13* and *ced-3*, the activity of these genes appears to protect dopaminergic neurons from the toxicity of an oxidative stress-inducing drug (Offenburger et al., 2018).

Thioredoxin system proteins are key players in many important cellular processes, including the maintenance of redox homeostasis (Arnér, 2009; Lu and Holmgren, 2014). Regarding the influence of thioredoxins in the cellular response to cisplatin, in mammalian cells it has been shown that a delicate balance exists between the cytotoxic effect of the direct interaction with cisplatin and the protective effect, maintaining the redox equilibrium (Anestål et al., 2008; Cebula et al., 2015). Studies in cell lines suggest that cisplatin cytotoxicity is promoted by a direct interaction between cisplatin and selenocysteine amino acids, leading to the consequent formation of SecTRAPs (Anestål et al., 2008). We confirmed the cisplatin-induced cytotoxicity of TRXR-1 and, generating two distinct missense mutations by CRISPR/Cas9, we demonstrated that this cytotoxicity relies on the presence of a single selenocystein (Sec) at the C-terminal of the protein. Interestingly, the presence of Cys instead of Sec in TRXR1 can be modulated by the presence of the micronutrient selenium in the diet of rats (Lu et al., 2009).

The multifactorial nature of cisplatin resistance hampers the finding of a unique solution to overcome the resistance of tumors to cisplatin. However, there are many parallels between the response of *C. elegans* and mammals to a cisplatin treatment that would facilitate the study in nematodes of particular genetic, metabolic and environmental factors influencing the resistance to cisplatin. This information would be of great help to identify predictive biomarkers and investigate new drugs to have more effective and personalized cisplatin-based therapies.

## MATERIALS AND METHODS

### Nematode strains and general methods

*Caenorhabditis elegans* strains were cultured and maintained using standard procedures (Porta-de-la-Riva et al., 2012; Stiernagle, 2006). The N2 (Bristol) strain was used as wild-type in all experiments, and the following alleles and transgenic strains were used in this study: BS553, *fog-2(oz40) V*; XF132, *polh-1(if31) III*; CB1370, *daf-2(e1370) III*; TJ1, *cep-1(gk138) I*; CE1255, *cep-1(ep347) I*; FX536, *ced-13(tm536) X*; MD792, *ced-13(sv32) X*; VB1414, *trxr-1(sv47) IV*; CER170, *trxr-1(cer4*[U666C]*)* *IV*; CER171, *trxr-1(cer5*[U666stop]*)* *IV*; CF1038, *daf-16(mu86) I*; TJ356, *zIs356 [daf-16p::daf-16a/b::GFP + rol-6(su1006)] IV*; WS1973, *opIs56 [egl-1p::2xNLS::GFP]*; CER192, *cep-1(gk138) I, opIs56(egl-1p::GFP)*; and CL2166, *dvIs19 [pAF15(gst-4p::GFP::NLS)] III*.

### CRISPR/Cas9

To generate the *trxr-1(cer4*[U666C]*)* and *trxr-1(cer5*[U666Stop]*)* point mutation alleles, we targeted a site near the selenocysteine codon with CRISPR/Cas9. To make the sgRNA expression plasmid, we cloned the annealed oligonucleotides into *Bsa*I-digested U6::sgRNA pMB70 (Waaijers et al., 2013). Repair templates containing desired modifications were designed by Gibson Assembly Cloning Kit (New England BioLabs) and cloned into the pBSK plasmid (Addgene). Oligonucleotide sequences used to generate the 5′ and 3′ 1.5 kb overlapping fragments are available on request. Both sgRNA and repair template were verified by sequencing using T4 and M13 primers, respectively. Young adult wild-type animals were injected with 30 ng/μl of sgRNA, 100 ng/μl of repair template, 30 ng/μl of *Peft-3*::Cas9 vector (Friedland et al., 2013) and 2.5 ng/μl of P*myo-2::tdTomato*. Single fluorescent progeny were isolated and screened for the presence of the mutation by PCR. We finally established and validated homozygous mutant lines by PCR and sequencing.

### RNA-sequencing analyses

A mixed population of worms representing all stages and grown in control conditions was exposed to 60 µg/ml of cisplatin. After 24 h at 20°C, cisplatin-treated worms and untreated control animals were washed with M9 buffer to remove bacteria, and total RNA was extracted using the TRIzol method. Total mRNA was subsequently enriched using the mirVana miRNA isolation kit (Ambion) followed by poly-A capture. Library construction and Illumina's HiSeq 2000 technology sequencing was performed following the manufacturer's instructions. Approximately 12 million reads (100 bp length) for each sample were processed and aligned using TopHat software to the *C. elegans* reference genome, version WBcel235.74, to produce BAM files [Gene Expression Omnibus (GEO) database reference GSE111654]. These BAM files were analyzed with the SeqSolve NGS software (Integromics, S.L.), using a false discovery rate of 0.05 and filtering reads displaying multiple mapping sites. SeqSolve uses Cufflinks and Cuffdiff (Trapnell et al., 2012) programs to perform differential gene expression analyses between samples (*P*<0.005). Expression values were normalized in FPKM (fragments per kilobase of exon per million fragments mapped). Datasets of up- and downregulated genes were generated, comparing the differential gene expression analyses of two independent replicates (*P*<0.01 and *P*<0.05).

### Cisplatin assay during larval development

A synchronized population of L1-arrested larvae was cultured on NGM plates containing fresh OP50 and 0-200 µg/ml of cisplatin (Sigma). The body length of ≥50 worms for each condition was measured at 48, 72 and 96 h at 20°C at the stereomicroscope using NIS-Elements 3.2 imaging system. The subsequent analyses were performed with 60 µg/ml of cisplatin in the same conditions except for assays containing *daf-2(e1370)* strain, which were performed at 15°C, measuring the body length after 4 days of incubation to avoid temperature-related developmental delay. Each assay was done in duplicate, and at least two biological replicates were performed. Nonparametric Student's *t*-test (GraphPad Prism 5) was used to determine the significance of differences in the mean.

### Analysis of the effect of cisplatin in the germline

To analyze the effect of cisplatin on the germline, a synchronized population of L4-stage animals grown in standard conditions (39 h at 20°C) was transferred onto NGM plates containing 60 µg/ml cisplatin. After 24 h of incubation at 20°C, worms were washed in PBS and germlines dissected in worms anesthetized with 3 mM of levamisol in PBS, fixed with 4% paraformaldehyde and stained with DAPI (0.6 µg/ml). These stained gonads were photographed using a Nikon ECLIPSE TI-s inverted microscope. For germ cell quantification in the proliferative region, the total number of cells in a single *z*-stack within 50 µm of the distal end of the gonad was counted. At least 15 germlines were counted for each experiment.

### Brood size and unfertilized oocytes

To perform the self-fertilization assays, a synchronized population of L3-stage worms was exposed to NGM plates, with addition of fresh OP50 and 0, 60 or 100 µg/ml of cisplatin for 24 h. A total of 12 worms from each condition were selected onto fresh OP50 plates, counting the progeny and the number of oocytes laid after 3 days. A similar protocol was performed for crossing assays, where we used either a male-enriched population in the case of N2, or the male–female population of the *fog-2(oz40)* allele. After 24 h of exposure to cisplatin, a total of 12 genetic crosses were performed for each condition, placing one hermaphrodite, or female in the case of *fog-2(oz40)*, and four males on fresh OP50 plates, letting them mate and lay progeny for 3 days. This experiment was performed in duplicate. A nonparametric Student's *t*-test was used to determine the significance of differences in the mean.

### *In vivo* intracellular localization of DAF-16

To determine the subcellular localization of DAF-16, a synchronized L2-stage population of worms carrying the DAF-16::GFP transgene (TJ356) was transferred to M9 buffer containing 0, 90 or 180 µg/ml of cisplatin for 5 h at 20°C. Then, the worms were washed in M9 and mounted on a microscope slide containing a 2% agar pad, using a drop of 3 mM levamisole to anesthetize them. We quantified the DAF-16 subcellular localization by considering as ‘nuclear’ worms showing a mainly nuclear GFP accumulation along the whole body, as shown in Fig. 3B. A total of 50 worms were observed in each one of three independent replicates.

### *egl*-p::GFP expression assays

To determine ectopic *egl-1* expression, a synchronized L1-stage population of *egl-1*p::GFP (WS1973) transgenic nematodes was grown on NGM plates containing fresh OP50 and 60 μg/ml cisplatin plates for 24 h at 20°C. For *in vivo* observation, worms were recovered with M9 buffer, washed and mounted on a microscope slide containing a 2% agar pad, using a drop of 3 mM levamisole to anesthetize them. We used a Nikon ECLIPSE TI-s inverted microscope to quantify the number of cells showing an ectopic GFP signal. These experiments were performed three independent times.

### RNAi and *in vivo gst-4* expression assay

*daf-16* and *skn-1* RNAi clones used in this study were obtained from the ORFeome library (Rual et al., 2004). RNAi by feeding was performed in standard conditions, using NGM plates supplemented with 50 μg/μl ampicillin, 12.5 μg/μl tetracycline and 3 mM IPTG. To analyze *gst-4* induction, a synchronized L1-stage population of *gst-4*p::GFP reporter strain was grown on plates containing the corresponding RNAi clone for 24 h at 20°C. Then, worms were transferred to new RNAi plates including 0 or 60 μg/ml cisplatin for 24 h. Then, worms were recovered with M9 buffer, washed and mounted on a microscope slide containing a 2% agar pad, using a drop of 3 mM levamisole to anesthetize them. A Nikon ECLIPSE TI-s inverted microscope was used for *in vivo* observation, and image analysis was performed using ImageJ software. Average pixel intensity was calculated by sampling 30 worms in each assay.

### Southwestern blot analysis for Pt–DNA adducts

The southwestern blot analysis was performed using DNA extracted from a synchronized population of *C. elegans* after 24 h incubation with or without cisplatin. Genomic DNA (0.5 µg each sample) from *C. elegans* and from NRK-52E rat cells (positive control) was isolated using the DNeasy Blood and Tissue kit (Qiagen), denatured by heating (10 min, 95°C) and cooled on ice. After adding 100 µl ice-cold ammonium acetate (2 M), the DNA was transferred onto a nitrocellulose membrane, which was previously soaked in 1 M ammonium acetate. After washing (1 M ammonium acetate and water), the membrane was baked for 2 h at 80°C before being blocked in 5% non-fat milk in TBS/0.1% Tween 20 overnight at 4°C. Incubation with the primary antibody directed against Pt–DNA adducts (1:2000; Abcam; ab103261) was conducted for 1 h at room temperature. Visualization of the antibody signal was done by chemiluminescence (Bio-Rad ChemiDoc Touch Imaging System). Additionally, the membrane was stained with Methylene Blue (MP Biomedicals) to ensure equal DNA loading.

### Genetic interaction with *gsr-1* assay

This procedure was performed as previously described (Stenvall et al., 2011). Five L4 worms of the corresponding genotype were transferred to plates containing *gsr-1(RNAi)* bacteria for 24 h at 20°C. Then worms were transferred to new fresh *gsr-1(RNAi)* plates, allowed to lay eggs for 12 h and then removed. After 3 days at 20°C, larval arrest was analyzed only on day 2 plates.

## Supplementary Material

Supplementary information

First Person interview

## References

[DMM033506C1] AmableL. (2016). Cisplatin resistance and opportunities for precision medicine. *Pharmacol. Res.* 106, 27-36. 10.1016/j.phrs.2016.01.00126804248

[DMM033506C2] AnestålK., Prast-NielsenS., CenasN. and ArnérE. S. J. (2008). Cell death by SecTRAPs: Thioredoxin reductase as a prooxidant killer of cells. *PLoS ONE* 3, e1846 10.1371/journal.pone.000184618382651PMC2268967

[DMM033506C3] ArnérE. S. J. (2009). Focus on mammalian thioredoxin reductases—Important selenoproteins with versatile functions. *Biochim. Biophys. Acta* 1790, 495-526. 10.1016/j.bbagen.2009.01.01419364476

[DMM033506C4] BarsyteD., LovejoyD. A. and LithgowG. J. (2001). Longevity and heavy metal resistance in daf-2 and age-1 long-lived mutants of Caenorhabditis elegans. *FASEB J.* 15, 627-634. 10.1096/fj.99-0966com11259381

[DMM033506C5] BlackwellT. K., SteinbaughM. J., HourihanJ. M., EwaldC. Y. and IsikM. (2015). SKN-1/Nrf, stress responses, and aging in Caenorhabditis elegans. *Free Radic. Biol. Med.* 88, 290-301. 10.1016/j.freeradbiomed.2015.06.00826232625PMC4809198

[DMM033506C6] BoydW. A., CrockerT. L., RodriguezA. M., LeungM. C. K., Wade LehmannD., FreedmanJ. H., Van HoutenB. and MeyerJ. N. (2010). Nucleotide excision repair genes are expressed at low levels and are not detectably inducible in Caenorhabditis elegans somatic tissues, but their function is required for normal adult life after UVC exposure. *Mutat. Res.* 683, 57-67. 10.1016/j.mrfmmm.2009.10.00819879883PMC2799044

[DMM033506C7] BujanL., WalschaertsM., MoinardN., HennebicqS., SaiasJ., BrugnonF., AugerJ., BerthautI., SzermanE., DaudinM.et al. (2013). Impact of chemotherapy and radiotherapy for testicular germ cell tumors on spermatogenesis and sperm DNA: a multicenter prospective study from the CECOS network. *Fertil. Steril.* 100, 673-680.e2. 10.1016/j.fertnstert.2013.05.01823755953

[DMM033506C8] CebulaM., SchmidtE. E. and ArnérE. S. J. (2015). TrxR1 as a potent regulator of the Nrf2-Keap1 response system. *Antioxid Redox Signal.* 23, 823-853. 10.1089/ars.2015.637826058897PMC4589110

[DMM033506C9] ChangE. M., LimE., YoonS., JeongK., BaeS., LeeD. R., YoonT. K. and ChoiY. (2015). Cisplatin induces overactivation of the dormant primordial follicle through PTEN/AKT/FOXO3α pathway which leads to loss of ovarian reserve in mice. *PLoS ONE* 10, 1-16. 10.1371/journal.pone.0144245PMC469946226656301

[DMM033506C10] CollisS. J., BarberL. J., WardJ. D., MartinJ. S. and BoultonS. J. (2006). C. elegans FANCD2 responds to replication stress and functions in interstrand cross-link repair. *DNA Repair* 5, 1398-1406. 10.1016/j.dnarep.2006.06.01016914393

[DMM033506C12] DasariS. and Bernard TchounwouP., (2014). Cisplatin in cancer therapy: Molecular mechanisms of action. *Eur. J. Pharmacol.* 740, 364-378. 10.1016/j.ejphar.2014.07.02525058905PMC4146684

[DMM033506C13] DilrubaS. and KalaydaG. V. (2016). Platinum-based drugs: past, present and future. *Cancer Chemother. Pharmacol.* 77, 1103-1124. 10.1007/s00280-016-2976-z26886018

[DMM033506C15] EllisR. and SchedlT. (2007). Sex determination in the germ line. *WormBook* (ed. The *C. elegans* Research Community). WormBook, doi/10.1895/wormbook.1.82.2. 10.1895/wormbook.1.82.2PMC478149318050498

[DMM033506C16] ErmolaevaM. A. and SchumacherB. (2013). The innate immune system as mediator of systemic DNA damage responses. *Commun. Integr. Biol.* 6, e26926 10.4161/cib.2692625210580PMC3922787

[DMM033506C17] Fernandez De MattosS., ClardyJ. and LamE. W.-F. (2008). FOXO3a mediates the cytotoxic effects of cisplatin in colon cancer cells. *Mol. Cancer Ther.* 7, 3237-3246. 10.1158/1535-7163.MCT-08-039818852127PMC2748241

[DMM033506C18] FriedlandA. E., TzurY. B., EsveltK. M., ColaiácovoM. P., ChurchG. M. and CalarcoJ. A. (2013). Heritable genome editing in C. elegans via a CRISPR-Cas9 system. *Nat. Methods* 10, 741-743. 10.1038/nmeth.253223817069PMC3822328

[DMM033506C19] GalanskiM. (2006). Recent developments in the field of anticancer platinum complexes. *Recent Patents Anticancer Drug Discov.* 1, 285-295. 10.2174/15748920677744228718221042

[DMM033506C20] GalluzziL., VitaleI., MichelsJ., BrennerC., SzabadkaiG., Harel-BellanA., CastedoM. and KroemerG. (2014). Systems biology of cisplatin resistance: past, present and future. *Cell Death Dis.* 5, e1257 10.1038/cddis.2013.42824874729PMC4047912

[DMM033506C21] Gañán-GómezI., WeiY., YangH., Boyano-AdánezM.-C. and Garc, í-ManeroG. (2013). Oncogenic functions of the transcription factor Nrf2. *Free Radic. Biol. Med.* 65, 750-764. 10.1016/j.freeradbiomed.2013.06.04123820265

[DMM033506C22] GartnerA., MilsteinS., AhmedS., HodgkinJ. and HengartnerM. O. (2000). A conserved checkpoint pathway mediates DNA damage--induced apoptosis and cell cycle arrest in C. elegans. *Mol. Cell* 5, 435-443. 10.1016/S1097-2765(00)80438-410882129

[DMM033506C23] GartnerA., MacqueenA. J. and VilleneuveA. M. (2004). Methods for analyzing checkpoint responses in Caenorhabditis elegans. *Methods Mol. Biol.* 280, 257-274.1518725910.1385/1-59259-788-2:257

[DMM033506C24] Gonzalez-ExpositoR., MerinoM. and AguayoC. (2016). Molecular biology of testicular germ cell tumors. *Clin. Transl. Oncol.* 18, 550-556. 10.1385/1-59259-788-2:25726482724

[DMM033506C25] GreissS., SchumacherB., GrandienK., RothblattJ. and GartnerA. (2008). Transcriptional profiling in C. elegans suggests DNA damage dependent apoptosis as an ancient function of the p53 family. *BMC Genomics* 9, 334 10.1186/1471-2164-9-33418627611PMC2491638

[DMM033506C26] HaydenA., DouglasJ., SommerladM., AndrewsL., GouldK., HussainS., ThomasG. J., PackhamG. and CrabbS. J. (2014). The Nrf2 transcription factor contributes to resistance to cisplatin in bladder cancer. *Urol. Oncol.* 32, 806-814. 10.1016/j.urolonc.2014.02.00624837013

[DMM033506C27] HemmingssonO.KaoG., StillM. and NarediP. (2010). ASNA-1 activity modulates sensitivity to cisplatin. *Cancer Res.* 70, 10321-10328. 10.1158/0008-5472.CAN-10-154820966125

[DMM033506C28] HondaY. and HondaS. (1999). The daf-2 gene network for longevity regulates oxidative stress resistance and Mn-superoxide dismutase gene expression in Caenorhabditis elegans. *FASEB J.* 13, 1385-1393. 10.1096/fasebj.13.11.138510428762

[DMM033506C29] HonnenS. (2017). Caenorhabditis elegans as a powerful alternative model organism to promote research in genetic toxicology and biomedicine. *Arch. Toxicol.* 91, 2029-2044. 10.1007/s00204-017-1944-728299394

[DMM033506C30] HouX., BaiX., GouX., ZengH., XiaC., ZhuangW., ChenX., ZhaoZ., HuangM. and JinJ. (2015). 3′,4′,5′,5,7-pentamethoxyflavone sensitizes Cisplatin-resistant A549 cells to Cisplatin by inhibition of Nrf2 pathway. *Mol. Cells* 38, 396-401. 10.14348/molcells.2015.218325843086PMC4443280

[DMM033506C31] HuangD. W., ShermanB. T. and LempickiR. A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4, 44-57. 10.1038/nprot.2008.21119131956

[DMM033506C32] KadandaleP. and SingsonA. (2004). Oocyte production and sperm utilization patterns in semi-fertile strains of Caenorhabditis elegans. *BMC Dev. Biol.* 4, 3 10.1186/1471-213X-4-315086962PMC404374

[DMM033506C33] KalettaT. and HengartnerM. O., (2006). Finding function in novel targets: C. elegans as a model organism. *Nat. Rev. Drug Discov.* 5, 387-398. 10.1038/nrd203116672925

[DMM033506C34] KasparJ. W., NitureS. K. and JaiswalA. K. (2009). Nrf2:INrf2 (Keap1) signaling in oxidative stress. *Free Radic. Biol. Med.* 47, 1304-1309. 10.1016/j.freeradbiomed.2009.07.03519666107PMC2763938

[DMM033506C35] KellandL. (2007). The resurgence of platinum-based cancer chemotherapy. *Nat. Rev. Cancer* 7, 573-584. 10.1038/nrc216717625587

[DMM033506C36] KrügerK., ZieglerV., HartmannC., HenningerC., ThomaleJ., SchuppN. and FritzG. (2016). Lovastatin prevents cisplatin-induced activation of pro-apoptotic DNA damage response (DDR) of renal tubular epithelial cells. *Toxicol. Appl. Pharmacol.* 292, 103-114. 10.1016/j.taap.2015.12.02326739623

[DMM033506C38] LettreG. and HengartnerM. O. (2006). Developmental apoptosis in C. elegans: a complex CEDnario. *Nat. Rev. Mol. Cell Biol.* 7, 97-108. 10.1038/nrm183616493416

[DMM033506C39] LiW., BandyopadhyayJ., HwaangH. S., ParkB.-J., ChoJ. H., LeeJ. I., AhnnJ. and LeeS.-K. (2012). Two thioredoxin reductases, trxr-1 and trxr-2, have differential physiological roles in Caenorhabditis elegans. *Mol. Cells* 34, 209-218. 10.1007/s10059-012-0155-622836943PMC3887811

[DMM033506C40] LuJ., ZhongL., LönnM. E., BurkR. F., HillK. E. and HolmgrenA. (2009). Penultimate selenocysteine residue replaced by cysteine in thioredoxin reductase from selenium-deficient rat liver. *FASEB J.* 23, 2394-2402. 10.1096/fj.08-12766219351701PMC2717770

[DMM033506C41] LuJ. and HolmgrenA. (2014). The Thioredoxin Superfamily in Oxidative Protein Folding. *Antioxid Redox Signal.* 21, 457-470. 10.1089/ars.2014.584924483600

[DMM033506C43] MeierB., CookeS. L., WeissJ., BaillyA. P., AlexandrovL. B., MarshallJ., RaineK., MaddisonM., AndersonE., StrattonM. R.et al. (2014). C. elegans whole genome sequencing reveals mutational signatures related to carcinogens and DNA repair deficiency. *Genome Res.* 24, 1624-1636. 10.1101/gr.175547.11425030888PMC4199376

[DMM033506C44] MurakamiS. and JohnsonT. E. (1996). A genetic pathway conferring life extension and resistance to UV stress in Caenorhabditis elegans. *Genetics* 143, 1207-1218.880729410.1093/genetics/143.3.1207PMC1207391

[DMM033506C45] MurphyC. T. and HuP. J. (2013). Insulin/insulin-like growth factor signaling in C. elegans. *WormBook* 1-43. 10.1895/wormbook.1.164.1PMC478095224395814

[DMM033506C48] NehmeR. and ConradtB. (2008). egl-1: a key activator of apoptotic cell death in C. elegans. *Oncogene* 27, S30-S40. 10.1038/onc.2009.4119641505

[DMM033506C49] NijmanS. M. B. (2015). Functional genomics to uncover drug mechanism of action. *Nat. Chem. Biol.* 11, 942-948. 10.1038/nchembio.196326575241

[DMM033506C50] OffenburgerS.-L., JongsmaE. and GartnerA. (2018). Mutations in Caenorhabditis elegans neuroligin-like glit-1, the apoptosis pathway and the calcium chaperone crt-1 increase dopaminergic neurodegeneration after 6-OHDA treatment. K. A. Caldwell, ed. *PLoS Genet.* 14, e1007106.2934636410.1371/journal.pgen.1007106PMC5773152

[DMM033506C51] OliveiraR. P., AbateJ. P., DilksK., LandisJ., AshrafJ., MurphyC. T. and BlackwellT. K. (2009). Condition-adapted stress and longevity gene regulation by Caenorhabditis elegans SKN-1/Nrf. *Aging Cell* 8, 524-541. 10.1111/j.1474-9726.2009.00501.x19575768PMC2776707

[DMM033506C52] OrtizM. A., NobleD., SorokinE. P. and KimbleJ. (2014). A new dataset of spermatogenic vs. oogenic transcriptomes in the nematode Caenorhabditis elegans. *G3* 4, 1765-1772. 10.1534/g3.114.01235125060624PMC4169169

[DMM033506C54] ParkC.-M., ParkM. J., KwakH. J., MoonS. I., YooD. H., LeeH. C., ParkI. C., RheeC. H. and HongS. I. (2006). Induction of p53-mediated apoptosis and recovery of chemosensitivity through p53 transduction in human glioblastoma cells by cisplatin. *Int. J. Oncol.* 28, 119-125. 10.3892/ijo.28.1.11916327987

[DMM033506C55] ParkS.-K., TedescoP. M. and JohnsonT. E. (2009). Oxidative stress and longevity in Caenorhabditis elegans as mediated by SKN-1. *Aging Cell* 8, 258-269. 10.1111/j.1474-9726.2009.00473.x19627265PMC2762118

[DMM033506C56] Porta-De-La-RivaM., FontrodonaL., VillanuevaA. and CerónJ. (2012). Basic Caenorhabditis elegans methods: synchronization and observation. *J. Vis. Exp*. e4019 10.3791/401922710399PMC3607348

[DMM033506C57] RodriguezM.SnoekL. B., De BonoM. and KammengaJ. E. (2013). Worms under stress: C. elegans stress response and its relevance to complex human disease and aging. *Trends Genet.* 29, 367-374. 10.1016/j.tig.2013.01.01023428113

[DMM033506C58] RoerinkS. F., KooleW., StapelL. C., RomeijnR. J. and TijstermanM. (2012). A broad requirement for TLS polymerases η and κ, and interacting sumoylation and nuclear pore proteins, in lesion bypass during C. elegans embryogenesis. S. Jinks-Robertson, ed. *PLoS Genet.* 8, e1002800.2276159410.1371/journal.pgen.1002800PMC3386174

[DMM033506C59] RohJ.-Y., LeeJ. and ChoiJ. (2006). Assessment of stress-related gene expression in the heavy metal-exposed nematode Caenorhabditis elegans: a potential biomarker for metal-induced toxicity monitoring and environmental risk assessment. *Environ. Toxicol. Chem.* 25, 2946-2956. 10.1897/05-676R.117089718

[DMM033506C60] RualJ.-F., CeronJ., KorethJ., HaoT., NicotA. S., Hirozane-KishikawaT., VandenhauteJ., OrkinS. H., HillD. E., van den HeuvelS.et al. (2004). Toward improving Caenorhabditis elegans phenome mapping with an ORFeome-based RNAi library. *Genome Res.* 14, 2162-2168. 10.1101/gr.250560415489339PMC528933

[DMM033506C61] SchumacherB., SchertelC., WittenburgN., TuckS., MitaniS., GartnerA., ConradtB. and ShahamS. (2005a). *C. elegans ced-13* can promote apoptosis and is induced in response to DNA damage. *Cell Death Differ.* 12, 153-161. 10.1038/sj.cdd.440153915605074

[DMM033506C62] SchumacherB., HanazawaM., LeeM.-H., NayakS., VolkmannK., HofmannR., HengartnerM., SchedlT. and GartnerA. (2005b). Translational repression of C. elegans p53 by GLD-1 regulates DNA damage-induced apoptosis. *Cell* 120, 357-368. 10.1016/j.cell.2004.12.00915707894

[DMM033506C63] SiddikZ. H. (2003). Cisplatin: mode of cytotoxic action and molecular basis of resistance. *Oncogene* 22, 7265-7279. 10.1038/sj.onc.120693314576837

[DMM033506C64] SinghV. and AballayA. (2009). Regulation of DAF-16-mediated innate immunity in Caenorhabditis elegans. *J. Biol. Chem.* 284, 35580-35587. 10.1074/jbc.M109.06090519858203PMC2790988

[DMM033506C65] StenvallJ., Fierro-GonzalezJ. C., SwobodaP., SaamarthyK., ChengQ., Cacho-ValadezB., ArnerE. S. J., PerssonO. P., Miranda-VizueteA. and TuckS. (2011). Selenoprotein TRXR-1 and GSR-1 are essential for removal of old cuticle during molting in Caenorhabditis elegans. *Proc. Natl Acad. Sci. USA* 108, 1064-1069. 10.1073/pnas.100632810821199936PMC3024696

[DMM033506C66] StergiouL., DoukoumetzidisK., SendoelA. and HengartnerM. O. (2007). The nucleotide excision repair pathway is required for UV-C-induced apoptosis in Caenorhabditis elegans. *Cell Death Differ.* 14, 1129-1138. 10.1038/sj.cdd.440211517347667

[DMM033506C67] StiernagleT. (2006). Maintenance of C. elegans. *WormBook* (ed. The *C. elegans* Research Community). WormBook, doi/10.1895/wormbook.1.101.1. 10.1895/wormbook.1.101.1PMC478139718050451

[DMM033506C69] TatusovR. L., FedorovaN. D., JacksonJ. D., JacobsA. R., KiryutinB., KooninE. V., KrylovD. M., MazumderR., MekhedovS. L., NikolskayaA. N.et al. (2003). The COG database: an updated version includes eukaryotes. *BMC Bioinformatics* 4, 41 10.1186/1471-2105-4-4112969510PMC222959

[DMM033506C70] TaweW. N., EschbachM.-L., WalterR. D. and Henkle-DuhrsenK. (1998). Identification of stress-responsive genes in Caenorhabditis elegans using RT-PCR differential display. *Nucleic Acids Res.* 26, 1621-1627. 10.1093/nar/26.7.16219512531PMC147444

[DMM033506C71] TepperR. G., AshrafJ., KaletskyR., KleemannG., MurphyC. T. and BussemakerH. J. (2013). PQM-1 complements DAF-16 as a key transcriptional regulator of DAF-2-mediated development and longevity. *Cell* 154, 676-690. 10.1016/j.cell.2013.07.00623911329PMC3763726

[DMM033506C72] TrapnellC., RobertsA., GoffL., PerteaG., KimD., KelleyD. R., PimentelH., SalzbergS. L., RinnJ. L. and PachterL. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.* 7, 562-578. 10.1038/nprot.2012.01622383036PMC3334321

[DMM033506C73] van HaaftenG., RomeijnR., PothofJ., KooleW., MullendersL. H. F., PastinkA., PlasterkR. H. A. and TijstermanM. (2006). Identification of conserved pathways of DNA-damage response and radiation protection by genome-wide RNAi. *Curr. Biol.* 16, 1344-1350. 10.1016/j.cub.2006.05.04716824923

[DMM033506C74] WaaijersS., PortegijsV., KerverJ., LemmensB. B. L. G., TijstermanM., Van Den HeuvelS. and BoxemM. (2013). CRISPR/Cas9-Targeted Mutagenesis in *Caenorhabditis elegans*. *Genetics* 195, 1187-1191. 10.1534/genetics.113.15629923979586PMC3813849

[DMM033506C75] WangD. and LippardS. J. (2005). Cellular processing of platinum anticancer drugs. *Nat. Rev. Drug Discov.* 4, 307-320. 10.1038/nrd169115789122

[DMM033506C76] YangJ.-Y. and HungM.-C. (2009). A new fork for clinical application: targeting forkhead transcription factors in cancer. *Clin. Cancer Res* 15, 752-757. 10.1158/1078-0432.CCR-08-012419188143PMC2676228

[DMM033506C77] YeeC., YangW. and HekimiS. (2014). The intrinsic apoptosis pathway mediates the pro-longevity response to mitochondrial ROS in C. elegans. *Cell* 157, 897-909. 10.1016/j.cell.2014.02.05524813612PMC4454526

[DMM033506C78] YenK., NarasimhanS. D. and TissenbaumH. A. (2011). DAF-16/Forkhead box O transcription factor: many paths to a single Fork(head) in the road. *Antioxid. Redox Signal.* 14, 623-634. 10.1089/ars.2010.349020673162PMC3021330

How the deposited data were processed for this re-analysis (not part of the article)

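RNA was sequenced from 4 mixed-stage populations of the wild-type strain N2, 2 exposed to cisplatin (60 µg/ml, 24 h, 20°C) and 2 untreated. The labels give this dose in the treatment field, while a protocol text shared by all samples gives 0 µg/ml, and the dose of the paper was used.

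The authors aligned the reads with TopHat to the WBcel235 assembly, filtered reads with multiple mapping sites and ran Cufflinks and Cuffdiff, and the submitters' notes name the same tools without versions. The deposited table holds an FPKM value of each gene in each library with its confidence bounds, an FPKM of each condition, and the log2 fold change, p-value and q-value of a single Cuffdiff comparison. FPKM in the deposited table are fragments per kilobase of exon scaled to the mapped fragments by the authors' software, and are not counts. The log2 fold changes deposited by the authors hold a fixed placeholder where a condition is at 0 FPKM and were not used as sizes. The deposited p-values and q-values are the authors' own, the smallest q-value is 0.0857, for 9 genes, and 0 are under 0.05. Each library column was matched to its sample by its name. Whether reads were assigned by strand is not stated in the sources used here.

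Depth was estimated from the width of the deposited confidence bounds, read as 95% intervals of a Poisson count (1.96 standard deviations), which gave 6.36 and 6.36 M fragments for cisplatin replicates 1 and 2 and 6.64 and 6.37 M for control replicates 1 and 2. Between 89.3% and 90.2% of FPKM values lie within their bounds, so this is an estimate of relative depth. The most abundant 10 genes took 9.3% of the FPKM of control replicate 1 and between 6.8% and 7.5% in the other libraries.

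In 88 genes the authors' software marked at least 1 library as failed, 114 values in all, each listed at 0. These genes were left out. This was not in the plan and was chosen after the data were examined, and an alternative kept the zeros. Genes with a mean of at least 0.5 FPKM over the libraries were tested, 15065 in all, and 343 were left out. Values were tested as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with an intensity trend, and p-values were adjusted with Benjamini-Hochberg, with a threshold of 0.05. Errors given with fold changes are limma's standard errors. With 2 libraries against 2 an exact permutation test cannot give a two-sided p below 0.33, so none was made. Gene lists were tested with camera in limma, with a preset correlation of 0.01 and with an estimated correlation, and adjusted over 35 lists. With the preset correlation 20 lists passed, and with the estimated correlation 0 passed, the smallest adjusted p being 0.272. With an estimated correlation camera rests on the 2 residual degrees of freedom of the fit, so a lost call need not come from correlation between genes. For the apoptosis list the estimate was -0.06, below the preset 0.01, yet its unadjusted camera p rose from 8.13e-05 to 0.0513. Other estimates were far above the preset, at 0.75 for *msp*, 0.60 for other sperm, 0.63 for UDP-glucuronosyltransferase and 0.92 for ribosomal protein genes. They were 0.27 for CUB-like, 0.07 for glutathione S-transferase and 0.05 for SKN-1 target genes. Where genes of a list vary together like this, the p-values with the preset correlation are too small.

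The fits were tested on simulated data for the comparison of cisplatin against control, with 15065 genes, 200 of them changed by 1, 2 or 3 on the log2 scale, and 5 runs for each of 3 settings of the noise. The fit recovered 0% of genes changed by 1, between 2.1% and 17.6% of those changed by 2 and between 21.8% and 38.8% of those changed by 3. At most 1.2% of its calls were genes that had not been changed. Each simulated set carried the real difference between replicate numbers, the same in both groups. Libraries without such a shared difference were not simulated, so these rates may not hold for them.

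Gene IDs were matched to the NCBI RefSeq annotation of WBcel235, 15230 in all, each on the chromosome given in the deposited table, and coordinates are those of this annotation. Gene lists came from general knowledge of *C. elegans* and cover sperm, oocytes, germline, yolk, embryo, moulting, collagens, muscle, neurons, intestine, detoxification, immunity, stress, DNA repair, cell cycle, histones, proteasome and ribosome. The lists, the tests of genes and of gene lists, the rule for named genes and all alternatives but those named in the closing section as added were fixed before the data were examined, while most tests of explanations in the closing section were not. The rule took, per direction, 10 genes on the same side in both same-numbered pairs. These were the genes with the largest change among those past the threshold or, since none passed, those with the smallest unadjusted p. It also took the genes the paper names, each measured *dod* gene and the 2 members of each list at either end, from which the examples are drawn. Alternatives were pseudocounts of 0.1 and 1, no filter, a minimum of 5 FPKM, quantile normalization, scaling to the same median, no intensity trend, the replicate number as a block, each library left out, unadjusted thresholds and a 2-fold difference in both pairs. Columns on alternative splicing were not used. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 assembled tables and figures.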

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

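The tests of explanations in this part, apart from that of quantile normalization on the difference between the replicates, were chosen after the result was seen, as were the gene lists counted as outside the paper's discussion and the size of difference required of them. The results given first are levels above the controls in gene groups or genes that the paper does not discuss.

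Heat shock genes had a median log2 fold change of 0.45, heavy metal response genes of 0.39 and histone genes of 0.30, which are 0.32, 0.27 and 0.17 relative to all genes. With 1 library left out these relative medians ranged from -0.16 to 0.82, from 0.08 to 0.32 and from -0.24 to 0.72. In limma 2 of 10 heavy metal genes, 0 of 9 heat shock genes and 0 of 40 histone genes were higher when adjusted over the list alone, and none over all genes. *cdr-4* had 85.1 and 100.2 against 24.2 and 39.6 FPKM, *cdr-1* had 8.38 and 7.31 against 2.62 and 1.46 FPKM, *hsp-16.41* had 126 and 79.8 against 90.2 and 39.6 FPKM, and *his-7* had 9.84 and 7.59 against 4.81 and 3.46 FPKM. For *his-7* the authors' FPKM by condition are lower, 2.87 with cisplatin and 1.03 without. Camera gave adjusted p-values of 9.56e-05, 9.56e-05 and 0.00272 with the preset correlation, and the calls were lost with an estimated correlation (adjusted p = 0.367, adjusted p = 0.272 and adjusted p = 0.367). The heat shock call was also lost with each library scaled to the same median (adjusted p = 0.0801). Without control replicate 2 the relative medians were -0.16 for heat shock and -0.24 for histone genes. That of histone genes was -0.03 without cisplatin replicate 1. *F55G11.2*, *K10C2.3* and *F56A4.2* belong to none of the lists, and their log2 fold changes were 3.78, 2.55 and 1.63.

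Sperm genes were lower with cisplatin, with medians relative to all genes, as for all lists here, of -1.24 for the *msp* genes and -0.62 for other sperm genes. As the whole cause for the *msp* genes, less germline of every kind is argued against by the early germline list (-0.02, and -0.40 to 0.26 with 1 library left out). The *msp* medians stayed at -1.65 to -0.77. Fewer adults as the whole cause are argued against by the oocyte list (0.04, and -0.55 to 0.59). The vitellogenin list was lower too (-0.46, and -0.87 to -0.03), though less than the *msp* genes in each of these fits. Fewer adults therefore stay open as a part of the cause. Reads shared between *msp* copies could not account for other sperm genes, which stayed lower (-0.91 to -0.37). These genes do not show whether *msp* copies shared reads. The 30 *spe* genes among them, looked at alone after the result was seen, were at -0.49. They were at -0.15 and -0.80 without cisplatin replicates 1 and 2 and at -0.92 and -0.24 without control replicates 1 and 2. Within the *msp* family, shared reads alone would leave the mean alike, but its smaller control mean was 1.73 times the larger cisplatin mean. What stays open is how far each copy differed. For other sperm genes, less germline as the whole cause is argued against by the early germline list. Its medians, not relative to all genes, were 0.068 and 0.105 in the pairs numbered 1 and 2. Those sperm genes were at -0.415 and -0.582 there. As a part of the cause it stays open. Fewer adults stay open for them, since the vitellogenin medians were -0.406 and -0.228. Without control replicate 2 the early germline list was at -0.40, the vitellogenin list at -0.87 and those sperm genes at -0.55. That fit is unbalanced in replicate number, so it also carries the difference between the replicates. A smaller share of animals at the larval stage that makes sperm stays open too, as does an untested effect of cisplatin on sperm production. The moulting list (-0.15) marks larvae and not that stage alone. It was at 0.49 and -0.83 without cisplatin replicates 1 and 2 and at -0.70 and 0.38 without control replicates 1 and 2. Its genes differed between the replicates by 1.53 with cisplatin and 1.66 without, which such fits carry.

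The libraries differed more by replicate number than by treatment. Splitting them by number called 1876 genes at an adjusted p under 0.05 in limma and by treatment 0, with 5985 and 235 at an unadjusted p of at most 0.05, which points to a structure of the samples. Different depths stay open, since the largest implied number of fragments is 1.04 times the smallest, which rests on reading the bounds as Poisson intervals, while 292 and 378 genes are listed at 0 with and without cisplatin in replicate 1 and 126 and 113 in replicate 2. Another mix of larval stages is consistent with the moulting genes, higher in replicate 2 by a median of at least 1.53 against 0.28 and 0.64 for all genes. After quantile normalization 142 genes were called by number at an adjusted p under 0.05 and 3879 at an unadjusted p of at most 0.05, so a difference in scale stays open for part of the calls, as does the mix of stages.

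*dod-17*, *dod-21* and *dod-24*, which are lower in *daf-2* mutants, were higher with cisplatin. A DAF-16 response like that of these mutants would lower them, so it is no explanation of their higher levels. None of the 3 passed in limma over all genes, and *dod-22* and *dod-23* of the same class had -0.39 (-0.79 to 0.00 with 1 library left out) and -0.43 (-0.85 to -0.01). Reads shared between CUB-like copies stay open, since 2 of 22 CUB-like genes were lower in both pairs, too few to tell. An effect of the treatment through another regulator was not tested.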

How the results depend on the processing

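The fits that kept failed estimates at 0 and that joined the replicate block with another choice, and the adjustment of the authors' p-values over the genes tested, were chosen after the data were examined. No gene passed in limma, and none passed with a pseudocount of 0.1, no filter, a minimum of 5 FPKM, quantile normalization, median scaling, no intensity trend or failed estimates kept at 0, nor by the authors' p-values adjusted over the genes tested. With a pseudocount of 1, 1 gene, *gst-38*, was higher. At unadjusted p-values of at most 0.05 and 0.01 there were 168 and 42 genes higher and 67 and 35 lower, and 109 and 49 differed by at least 2-fold in both pairs. With 1 library left out the counts ranged from 0 to 18 higher and from 0 to 7 lower. The counts with 1 library left out are of genes at an adjusted p under 0.05. They assume that the lone library of a group varies like the other group. Such fits are also unbalanced in replicate number, so nothing is concluded from these counts. By the authors' p of at most 0.01 there were 28 and 29. A comparison of count normalizations was not run, since the deposited values are not counts.

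The cisplatin and control libraries share replicate numbers. The paper writes of genes changed in both experiments and of comparing independent replicates, which can be read as pairs of a treated and a control library. Neither the paper nor the labels say that a number marks a shared culture, batch or day, so the main fit did not pair them. Deviations of same-numbered libraries from their group means correlated across genes (r = 0.594, across genes, which are not independent replicates). With the replicate block limma called 231 and 138 genes higher and lower. This count rests on 1 residual degree of freedom per gene and moved to 29 and 8 with quantile normalization, 186 and 297 with median scaling, 46 and 34 with failed estimates kept at 0, 48 and 45 with a minimum of 5 FPKM and 0 and 0 without the intensity trend. In simulated data, all made with a difference between replicate numbers shared by both groups, 6.8% to 20.5% of the genes called with the block had not been changed. There the block recovered 3.3% to 52.5% of genes changed by 1, 27.8% to 94.9% of those changed by 2 and 51.2% to 100% of those changed by 3. Of the genes named in the text 46 passed with the block and 27 did not. The block ended the call of the proteasome list (adjusted p = 0.108) and added that of the unfolded protein response list (adjusted p = 0.0425), and it changed no other list's call.

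With quantile normalization these values turned to the other side of 0: cuticle collagen genes -0.06, dod class 2 genes -0.01, dod genes -0.01, intestine genes -0.07, lysozyme genes -0.01, muscle genes -0.02, neuron genes -0.04, *cep-1* -0.11, *daf-16* -0.08, *dod-18* -0.13, *dod-19* -0.01, *dod-6* -0.08, *fog-2* -0.08, *polh-1* -0.08. With each library scaled to the same median these values turned to the other side of 0: cuticle collagen genes -0.17, dod class 2 genes -0.17, dod genes -0.12, early germline genes -0.10, intestine genes -0.17, lysozyme genes -0.16, muscle genes -0.14, neuron genes -0.03, oocyte genes -0.04, proteasome genes -0.09, replication and cell cycle genes -0.06, *cep-1* -0.19, *daf-16* -0.17, *dod-18* -0.19, *dod-19* -0.17, *dod-6* -0.12, *fog-2* -0.19, *polh-1* -0.19. With a minimum of 5 FPKM these values turned to the other side of 0: C-type lectin genes 0.18. With 1 library left out the ranges were, for the gene lists and for the genes that changed side or call, antimicrobial peptide genes -0.41 to 1.18, apoptosis and CEP-1 target genes 0.19 to 0.30, C-type lectin genes -0.19 to 0.26, CUB-like domain genes 1.11 to 1.31, cuticle collagen genes -0.19 to 0.55, cytochrome P450 genes -0.26 to 0.83, DAF-16 class 1 target genes 0.13 to 0.68, DNA repair and checkpoint genes 0.14 to 0.34, dod class 1 genes -0.50 to 1.32, dod class 2 genes 0.07 to 0.45, dod genes -0.01 to 0.98, early germline genes 0.03 to 0.11, embryo genes -0.22 to 0.80, glutathione S-transferase genes 0.48 to 1.10, heat shock genes 0.26 to 0.67, heavy metal response genes 0.16 to 0.62, histone genes 0.18 to 0.56, intestine genes -0.11 to 0.08, lysozyme genes -0.21 to 0.16, major sperm protein genes -1.22 to -0.92, moulting and cuticle structure genes -0.86 to 0.80, muscle genes -0.26 to 0.40, neuron genes -0.51 to 0.82, oocyte genes -0.13 to 0.44, other sperm genes -1.03 to -0.10, pals genes -0.23 to 0.88, proteasome genes -0.06 to 0.29, redox enzyme genes 0.22 to 0.36, replication and cell cycle genes -0.02 to 0.26, ribosomal protein genes -0.50 to 0.08, saposin-like genes 0.02 to 0.16, SKN-1 target genes 1.46 to 1.82, UDP-glucuronosyltransferase genes -0.07 to 0.91, unfolded protein response genes -0.21 to 0.88, vitellogenin genes -0.44 to -0.18, *C32H11.4* 2.64 to 3.47, *F35E12.5* 2.41 to 3.51, *F55G11.2* 3.52 to 4.05, *F56A4.2* 1.50 to 1.76, *K10C2.3* 2.25 to 2.84, *ced-3* -0.04 to 0.57, *cpr-4* -1.96 to -1.56, *daf-16* -0.16 to 0.23, *daf-2* -0.31 to 0.86, *dod-17* 1.89 to 2.45, *dod-18* -0.14 to 0.17, *dod-19* -0.37 to 0.45, *dod-24* 2.50 to 3.29, *dod-3* -0.20 to 1.65, *dod-6* -0.80 to 0.98, *fog-2* -0.17 to 0.22, *gst-38* 3.69 to 4.24, *gst-4* 2.23 to 3.15, *gst-5* 1.48 to 1.92, *polh-1* -0.09 to 0.13, *sod-3* -0.56 to 0.14. These values are not relative to all genes, whose median moved as well, from 0.13 to 0.01 with quantile normalization and -0.06 with median scaling, so many small values changed side with all genes. The number of reads behind each gene is not given, so what the depth limits was not tested.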

Differences from the paper's values

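The paper gives 83 genes upregulated at a P-value of at most 0.05, and limma gave 168 at that unadjusted threshold. Of the alternatives set before the data were examined, scaling to the same median gave 116, leaving out cisplatin replicate 1 gave 118 and leaving out cisplatin replicate 2 gave 112, each within 1.5 times the paper's number. The others were further away, with 170 and 169 at pseudocounts of 0.1 and 1, 173 with no filter, 134 with a minimum of 5 FPKM, 204 with quantile normalization, 147 without the intensity trend, 1043 with the replicate block, 143 without control replicate 1 and 750 without control replicate 2. The authors' deposited p-values give 83, as in the paper.

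The paper gives about 12 M reads for each sample, and the deposited confidence bounds correspond to a mean of 6.36 M fragments for the cisplatin libraries and 6.5 M for the controls. The labels describe paired-end sequencing, in which a fragment gives a pair of reads, so the scales differ. None of the alternatives bears on this value.

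The paper's methods name a false discovery rate of 0.05. In the deposited table 0 genes have a q-value under 0.05, and in limma 0 genes passed an adjusted p of 0.05. The paper describes its listed genes as changed in both experiments, and 71 of the 78 lower genes in the deposited table were lower in both same-numbered pairs.

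The paper speaks of an abundance, among those upregulated, of *dod* genes and of other genes of the stress response. Of the 83 genes higher at a deposited p of at most 0.05, 2 are *dod* genes and 10 are glutathione S-transferase genes. Of the 9 *dod* genes measured 3 were higher at that unadjusted p in limma. It also lists C-type lectins among the families upregulated at a P-value of at most 0.01. At that deposited p 1 C-type lectin gene is higher and 1 is lower, at a deposited p of at most 0.05 there are 4 higher and 3 lower, and the family's median log2 fold change was 0.00, although that of *clec-3* was 3.81.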

Other observations

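*cpr-5*, a cathepsin B-like protease gene like *cpr-4*, had 69.6 and 104.2 against 166 and 159 FPKM. Of 14 genes of the intestine 1 was lower in limma when adjusted over the list alone and 0 over all genes. Camera placed the list below other genes (adjusted p = 0.00575), although its median was 0.04, or -0.09 relative to all genes, and the call was lost with an estimated correlation (adjusted p = 0.278). It was also lost with quantile normalization (adjusted p = 0.265), and without control replicate 1 the relative median was 0.04. The 76 ribosomal protein genes had a median of -0.22, or -0.35 relative to all genes, with -0.40 in the pair numbered 1 and -0.04 in the pair numbered 2, and none passed. Camera placed them below other genes (adjusted p = 6.04e-12), a call lost with an estimated correlation (adjusted p = 0.730) and with quantile normalization (adjusted p = 0.0521). Their relative median was -0.11 without cisplatin replicate 2 and 0.23 without control replicate 1.

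Markers of other tissues and stages lay near the median of all genes. Relative to it, medians were -0.06 for 19 muscle genes, 0.01 for 19 neuron genes, -0.11 for 139 cuticle collagen genes and 0.07 for 6 embryo genes. In limma none of their members passed. Relative medians of 27 proteasome genes and of 9 genes of the unfolded protein responses were -0.01 and 0.24. Camera called the proteasome list (adjusted p = 0.0458), which was lost with an estimated correlation (adjusted p = 0.852), and none of the other lists of this paragraph. The proteasome call was also lost in other alternatives. The relative median of that list was -0.23 without cisplatin replicate 1 and -0.49 without control replicate 2. Without control replicate 1 the relative medians were -0.10 for muscle, -0.36 for neuron, -0.07 for embryo and -0.05 for unfolded protein response genes. Without cisplatin replicate 2 that of neuron genes was -0.22. That of cuticle collagen genes was -0.03 without control replicate 1 and -0.06 without cisplatin replicate 2. Without control replicate 2 those of the neuron and unfolded protein response lists were 0.40 and 0.46.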
